# PRC2 disruption in cerebellar progenitors produces cerebellar hypoplasia and aberrant myoid differentiation without blocking medulloblastoma growth

**DOI:** 10.1186/s40478-023-01508-x

**Published:** 2023-01-12

**Authors:** Abigail H. Cleveland, Daniel Malawsky, Mehal Churiwal, Claudia Rodriguez, Frances Reed, Matthew Schniederjan, Jose E. Velazquez Vega, Ian Davis, Timothy R. Gershon

**Keywords:** Medullomyoblastoma, PRC2, H3K27me3, Fate commitment

## Abstract

We show that Polycomb Repressive Complex-2 (PRC2) components EED and EZH2 maintain neural identity in cerebellar granule neuron progenitors (CGNPs) and SHH-driven medulloblastoma, a cancer of CGNPs. Proliferating CGNPs and medulloblastoma cells inherit neural fate commitment through epigenetic mechanisms. The PRC2 is an epigenetic regulator that has been proposed as a therapeutic target in medulloblastoma. To define PRC2 function in cerebellar development and medulloblastoma, we conditionally deleted PRC2 components *Eed* or *Ezh2* in CGNPs and analyzed medulloblastomas induced in *Eed*-deleted and *Ezh2*-deleted CGNPs by expressing *SmoM2*, an oncogenic allele of *Smo*. *Eed* deletion destabilized the PRC2, depleting EED and EZH2 proteins, while *Ezh2* deletion did not deplete EED. *Eed*-deleted cerebella were hypoplastic, with reduced proliferation, increased apoptosis, and inappropriate muscle-like differentiation. *Ezh2*-deleted cerebella showed similar, milder phenotypes, with fewer muscle-like cells and without reduced growth. *Eed*-deleted and *Ezh2*-deleted medulloblastomas both demonstrated myoid differentiation and progressed more rapidly than PRC2-intact controls. The PRC2 thus maintains neural commitment in CGNPs and medulloblastoma, but is not required for SHH medulloblastoma progression. Our data define a role for the PRC2 in preventing inappropriate, non-neural fates during postnatal neurogenesis, and caution that targeting the PRC2 in SHH medulloblastoma may not produce durable therapeutic effects.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s40478-023-01508-x.

## Introduction

During brain development, epigenetic inheritance specifies cell identities, directing progenitor cell differentiation along trajectories determined by their lineage. Thus, rhombic lip progenitors give rise to progeny with specific neural fates, including cerebellar granule neurons (CGNs) [1] and unipolar brush cell neurons (UBCs) [2]. Lineage tracing by scRNA-seq shows that CGNPs differentiate into neurons and not into other types of cells [3]. However, hyperactivation of SHH signaling can transform CGNPs, resulting in medulloblastoma [4–7], a primitive neuro-ectodermal tumor that is the most common malignant pediatric brain tumor. While most medulloblastoma cells adhere to a neural fate trajectory [8, 9], a small fraction of tumor cells differentiates as glia [3, 10]. In giving rise to glia, SHH medulloblastoma cells demonstrate increased pluripotency beyond the neural fate trajectory of CGNPs but maintain commitment to typically neuro-ectodermal fates. Epigenetic mechanisms thus maintain neuroectodermal lineage commitment through generations of proliferating progenitors during brain development and through generations of proliferating tumor cells in medulloblastoma.

PRC2 is a chromatin regulatory complex that has been shown to positively or negatively regulate neural progenitor proliferation in different contexts. The core subunits of the PRC2 include EZH1/2, EED, SUZ12, and RbAp46/48. By regulating trimethylation of H3K27 (H3K27me3), PRC2 suppresses CDKN2A, thus increasing neural progenitor proliferation in the hippocampus [11]. However, PRC2 also inhibits SHH-induced transcriptional regulation by depositing H3K27me3 at bivalent chromatin sites in the promoter regions of SHH pathway target genes [12]. As SHH signaling drives CGNP proliferation [13, 14] and medulloblastoma tumorigenesis [7, 15–18], PRC2-mediated repression of SHH target genes suggests the potential to inhibit proliferation in SHH-driven cells. In addition to affecting proliferation, PRC2 regulates hippocampal progenitor differentiation [11], consistent with of its role in fate commitment in diverse developmental contexts, from drosophila larva [19] to mammalian embryonic stem cells [20, 21]. PRC2 may similarly contribute to cerebellar development by regulating CGNP proliferation and differentiation.

As in brain development, prior studies have shown divergent roles for the PRC2 in cancer, positively or negatively regulating tumor growth in different types of tumors [64, 65]. SHH medulloblastomas upregulate EZH2, the catalytic subunit of the PRC2, suggesting a growth-promoting function [12], and EZH2 inhibition has been proposed as a medulloblastoma therapy [22]. A more complex relationship, however, is suggested by the finding that pharmacologically increasing H3K27me3 levels in cultured medulloblastoma cells decreases tumor cell viability [12]. Moreover, prior studies show different effects on tumor growth in murine medulloblastoma models with widespread or mosaic *Eed* deletion [23]. The role of EZH2 in catalyzing inhibitory H3K27me3 marks and its non-canonical PRC2-independent functions has raised questions about the therapeutic potential of EZH2 inhibition [24–26].

To determine how PRC2 components affect cerebellar development, we deleted *Eed* conditionally in the CGNP-specific *Atoh1*. We then compared CGNP proliferation, apoptosis, differentiation, and gene expression in the resulting *Eed*-deleted mice, *Eed*-intact controls, and to mice with *Ezh2*-deleted CGNPs. To determine PRC2 function in SHH medulloblastoma, we bred *Eed*-deleted and *Ezh2*-deleted mouse lines with mice genetically engineered to develop SHH medulloblastoma from CGNPs. Our data show that CGNPs and medulloblastoma cells require PRC2 to maintain neural fate commitment, and that EED is specifically required for cerebellar growth, but neither EED nor EZH2 are required for medulloblastoma progression.

## Results

### EED is required for proper cerebellar growth

CGNPs showed robust EED and EZH2 expression during postnatal neurogenesis, with initially low but detectable H3K27 trimethylation that increased as CGNPs differentiated (Fig. 1A). To reduce variation in developmental age when making comparison between genotypes, we used *Eed*^*f/f*^ littermates of *Eed*^*cKO*^ mice to represent normal development. These mice did not inherit Cre and showed intact EED expression. During the period of CGNP proliferation from postnatal day 1 (P1) through P15, cells of the CGNP lineage segregate spatially according to developmental state, with undifferentiated and early differentiating CGNPs in the external granule cell layer (EGL) and differentiated, post-mitotic CGNs in the internal granule cell layer (IGL). At P7, CGNPs throughout the EGL expressed EED and EZH2, and H3K27me3 was detectable in the EGL and IGL (Fig. 1A). H3K27me3 increased in the CGNs of the IGL by P21. Expression of PRC2 components thus continued throughout CGNP development and H3K27me3 correlated with neuronal maturation, suggesting a role for the PRC2 in the differentiation process.

**Fig. 1:**
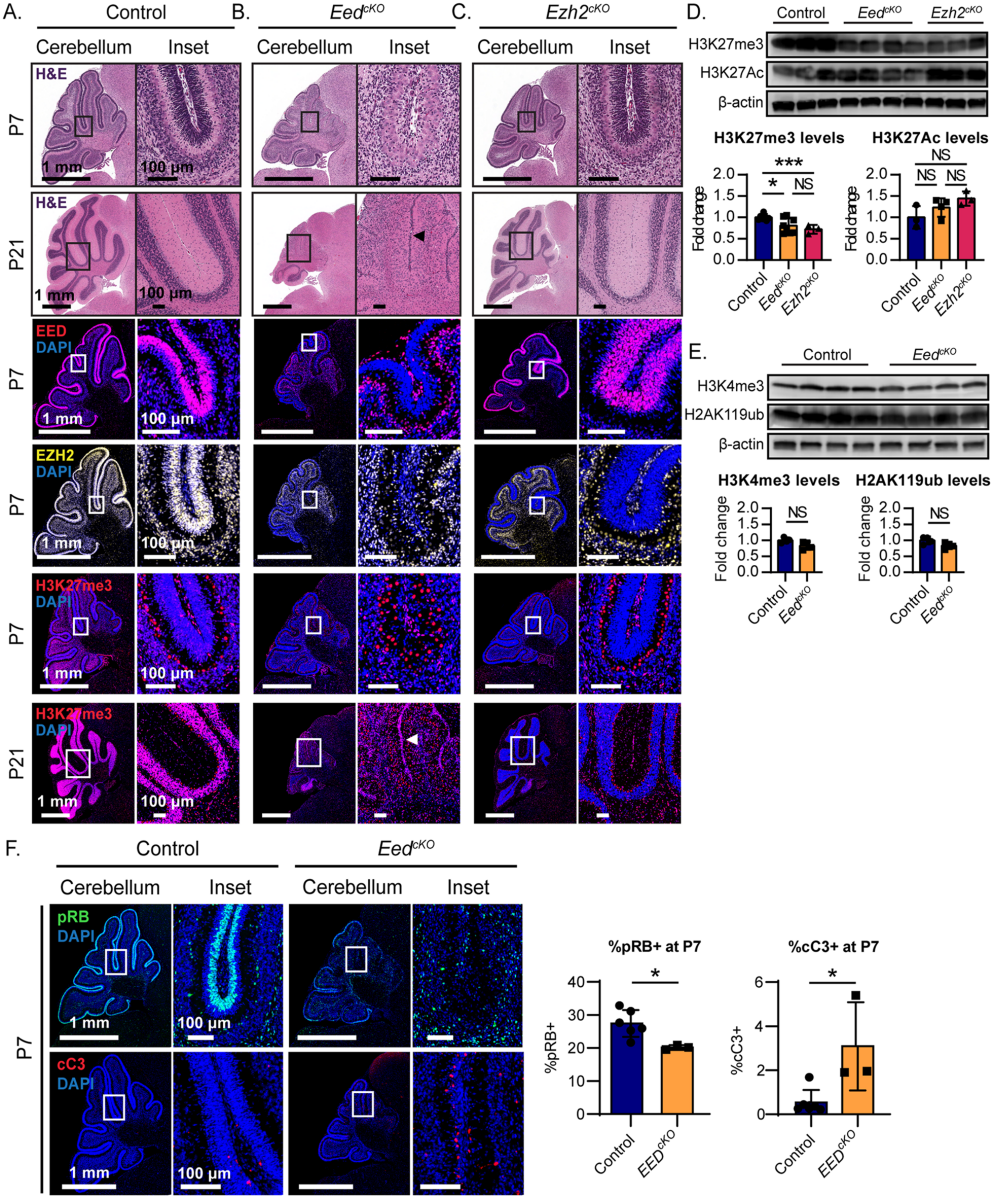
PRC2 function is developmentally regulated in the postnatal cerebellum and is required for normal development. **A**–**C** Representative sagittal sections of **A** control, **B** *Eed*^*cKO*^, and **C** *Ezh2*^*cKO*^ cerebella at the indicated ages. H&E-stained sections show the distribution of cells in the EGL and IGL. IHC shows distribution of EED, EZH2, and H3K27me3, with DAPI counterstain. Red arrowheads highlight Purkinje cells, identified by their typical large nuclei. White arrow indicates a residual EGL population in P21 *Eed* knockouts. **D** Western blot for H3K27me3 and H3K27Ac in replicate samples of indicated genotypes, quantified below, using two-tailed Student’s t-tests. **E** Western blot for H3K4me3 and H2AK119ub in replicate samples of indicated genotypes, quantified below, using two-tailed Student’s t-tests. **F** IHC for pRB and cC3 in representative sections, with quantitative analysis using two-tailed Student’s *t*-tests. *, **, and *** denote *p* < 0.05, *p* < 0.01 and *p* < 0.001 respectively, relative to controls

In light these data, we analyzed *Eed* and *Ezh2* function in CGNP using conditional genetic deletion. Prior studies showed that conditional *Ezh2* deletion in the dorsal neural tube at embryonic day E12.5 results in cerebellar hypoplasia, with decreased numbers of both Purkinje cells and CGNPs [27]. However, the loss of Purkinje neurons may indirectly alter CGNPs, which depend on SHH released by Purkinje cells in order to proliferate [28]. To disrupt PRC2 genes specifically in CGNPs, we used conditional deletion by expressing *Cre* from the *Atoh1* (aka *Math1*) promoter, which in the cerebellum is CGNP specific [29]. We interbred *Math1-Cre* transgenic mice that express Cre recombinase in the CGNP population with mice harboring conditional alleles of either *Eed* (*Eed*^*fl/fl*^) or *Ezh2* (*Ezh2*^*fl/fl*^), to generate *Math1-Cre/Eed*^*f/f*^ (*Eed*^*cKO*^) and *Math1-Cre/Ezh2*^*f/f*^ (*Ezh2*^*cKO*^) mice.

*Eed* deletion resulted in marked depletion of the CGNP lineage, with markedly less populous EGL in 5/5 P7 *Eed*^*cKO*^ cerebella compared to controls (Fig. 1B). All *Eed*^*cKO*^ mice subjected to immunohistochemistry (n = 3) showed loss of both EED protein and EZH2 protein throughout the EGL (Fig. 1B), consistent with reports that EED loss destabilizes EZH2 [30]. H3K27me3 expression was absent in the *Eed*^*cKO*^ CGNPs, consistent with PRC2 disruption (Fig. 1B). In contrast, Purkinje cells showed robust EED, EZH2, and H3K27me3; however, these cells, which typically localize at the outer margin of the CGNs, were scattered throughout the depopulated IGL and remained identifiable by their typical morphology with large nuclei and cell bodies (Fig. 1B, red arrows). At P21, 5/5 *Eed*^*cKO*^ cerebella were clearly hypoplastic, with no clear IGL, and with inappropriately persistent, small populations of H3K27me3 + cells in the EGL (Fig. 1B; white arrow). Consistent with cerebellar impairment, *Eed*^*cKO*^ mice showed tremor and ataxia and frequently fell while walking. EED was thus required for PRC2 stability, demonstrated by loss of EZH2 protein in *Eed*^*cKO*^ CGNPs, for H3K27 tri-methylation in CGNPs, and for cerebellar growth and function.

*Ezh2* deletion in contrast did not cause neurologic abnormalities or overt cerebellar hypoplasia (Fig. 1C). P7 *Ezh2*^*cKO*^ CGNPs showed intact EED protein expression despite widespread absence of EZH2 (Fig. 1C). H3K27me3 was clearly reduced in *Eed*^*cKO*^ CGNPs and CGNs compared to controls (Fig. 1C). Thus, while H3K27me3 was altered in both *Eed*^*cKO*^ and *Ezh2*^*cKO*^ mice, *Eed* deletion more effectively disrupted the PRC2 complex, as demonstrated by loss of EZH2 in *Eed*^*cKO*^ cerebella, and more profoundly altered cerebellar growth.

We compared chromatin marks in *Eed*^*cKO*^ and *Ezh2*^*cKO*^ cerebellar lysates, using controls mice that did not inherit the Cre transgene. Western blot analysis showed that both *Eed* and *Ezh2* deletions disrupted PRC2 function and we did not identify differences in chromatin marks. Both deletions reduced H3K27me3 as expected (Fig. 1D). However, residual H3K27me3 from cerebellar cells outside the *Atoh1* lineage that were not subject to conditional deletion produce detectable signal that may have obscured differences. We noted a trend toward increased H3K27 acetylation in both *Eed*^*cKO*^ and *Ezh2*^*cKO*^ (Fig. 1D) that was not statistically significant but would be consistent with the previously observed increased H3K27Ac in H3K27me3-depleted embryonic stem cells [31, 32]. *Eed*^*cKO*^ CGNPs did not show differences in H2AK119 monoubiquitination, indicating that PRC1 function was not altered, and did not show differences in H3K4me3 (Fig. 1E). Within the resolution of our western blot assays, therefore, deletion of *Eed* or *Ezh2* resulted in similar chromatin changes, limited to H3K27 modification.

### *Eed* deletion decreases progenitor proliferation and increases apoptosis

We investigated developmental processes that mediate growth failure in *Eed*^*cKO*^ cerebella. *Eed* deletion was previously shown to decrease proliferation and increased apoptosis in hippocampal progenitors [11]. As both decreased CGNP proliferation and increased CGNP apoptosis can cause cerebellar hypoplasia [13, 33–35], we quantified proliferative CGNPs, identified by expression of phosphorylated-RB (pRB) and apoptotic CGNPs, identified by expression of cleaved Caspase-3 (cC3). We used as controls littermates of *Eed*^*cKO*^ mice that had at least one intact Eed allele, including *Eed*^*f/f*^* mice and Math1-Cre/Eedf*^*/*+^ mice. Similar to hippocampal progenitors, *Eed*^*cKO*^ CGNPs showed decreased proliferation and increased apoptosis (Fig. 1F), implicating both processes in the cerebellar hypoplasia of *Eed*^*cKO*^ mice.

### *Eed* deletion produces discrete patterns of transcriptomic change

To resolve the effects of *Eed-*deletion in individual cells, we subjected *Eed*-deleted and control CGNPs to scRNA-seq analysis. We harvested cerebella from 3 replicate P7 *Eed*^*cKO*^ mice and subjected them to Drop-seq bead-based scRNA-seq preparation [66]. We then sequenced the resulting bar-coded libraries and identified cells by bead-specific bar codes. After QC and filtering, we included 2377 cells for analysis. 

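The values added beside the paper's single-cell results come from the UMI counts per gene and cell barcode of these 3 *Eed* cKO mice at P7, in which Math1-Cre deletes *Eed* in the *Atoh1* lineage. Each unique molecular identifier (UMI) stands for 1 captured RNA molecule. The counts were whole numbers without normalization, for 16181 genes in 1401, 936 and 1144 barcodes of mice 1, 2 and 3, and no gene listed was seen in fewer than 3 barcodes. The WT cells were not analysed here, so no value compares genotypes. The paper's filters were applied with the median and SD of each mouse: at least 500 RNA molecules and 200 genes, no more than 4 SD above the median of either, and no more than 10% mitochondrial transcripts. They left 918, 547 and 908 cells, 2373 in all, with 1003741, 540816 and 1536645 UMIs per mouse. The median cell held 919.5, 857 and 1408 UMIs from 683, 625 and 986 genes. Pairs of mice differed in their counts per gene by more than sampling noise, with a chi-square per degree of freedom of 2.74 between mice 1 and 2, 5.27 between mice 1 and 3 and 4.52 between mice 2 and 3.
The 10012 genes seen in at least 30 cells were normalized with SCTransform, and the 3000 most variable genes gave 15 principal components and Louvain clusters at resolution 0.8. The 91 genes reported in comparisons of cell groups were held out of the clustering, so that no cell group was defined by them. A held-out gene that varies with the clustering genes or markers can still differ between groups because of how the groups were formed. UMIs were then summed per mouse and cell group, which gave 3 sums against 3 in each comparison, and the sums were compared with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment over all genes tested. Cells were not treated as replicates. An adjusted p under 0.05 was taken as past the threshold. Levels are given in CPM, the UMIs of a gene per 1000000 UMIs of the group, with the mean and SD over 3 mice, and intervals and upper limits cover counting error only. Over all cells, *Eed* itself, which GENCODE release M21 places on chromosome 7 of GRCm38 from 89954654 to 89980983, had 43, 18 and 53 UMIs in the 3 mice, or 42.8, 33.3 and 34.5 CPM. The paper's text does not name the genome build to which the authors aligned the reads.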

We compared these cells to previously sequenced data from 6631 cells from 5 replicate P7 WT cerebella. To adjust for differences in sequencing depth in *Eed*^*cKO*^ and WT cells, we down-sampled the WT cells to 46.5% of their original depth to achieve similar sequencing depth between conditions, consistent with best practices [36].

We subjected scRNA-seq data from *Eed*^*cKO*^ and WT cells to principal component analysis (PCA) and Louvain clustering, as in our prior studies [3, 37, 38], to identify 20 clusters with distinctive gene expression, numbered from 0, most populous, to 19, least populous (Additional file 1: Fig. S1). We then determined cluster-specific gene expression profiles by comparing the expression of each detected gene in cells within the cluster versus all cells outside the cluster (Additional file 2: Data 1). In Clusters 4 and 6, we noted that cluster-specific genes were expressed by discrete subpopulations, suggesting that further sub-clustering of these clusters would be informative. Re-iterative clustering split Cluster 4 into 4_0 and 4_1 and Cluster 6 into 6_0 and 6_1, which showed discrete, cluster-specific patterns of gene expression (Additional file 2: Data 1). We mapped these 22 clusters by color code on the UMAP projection to visualize the different populations (Fig. 2A).

**Fig. 2:**
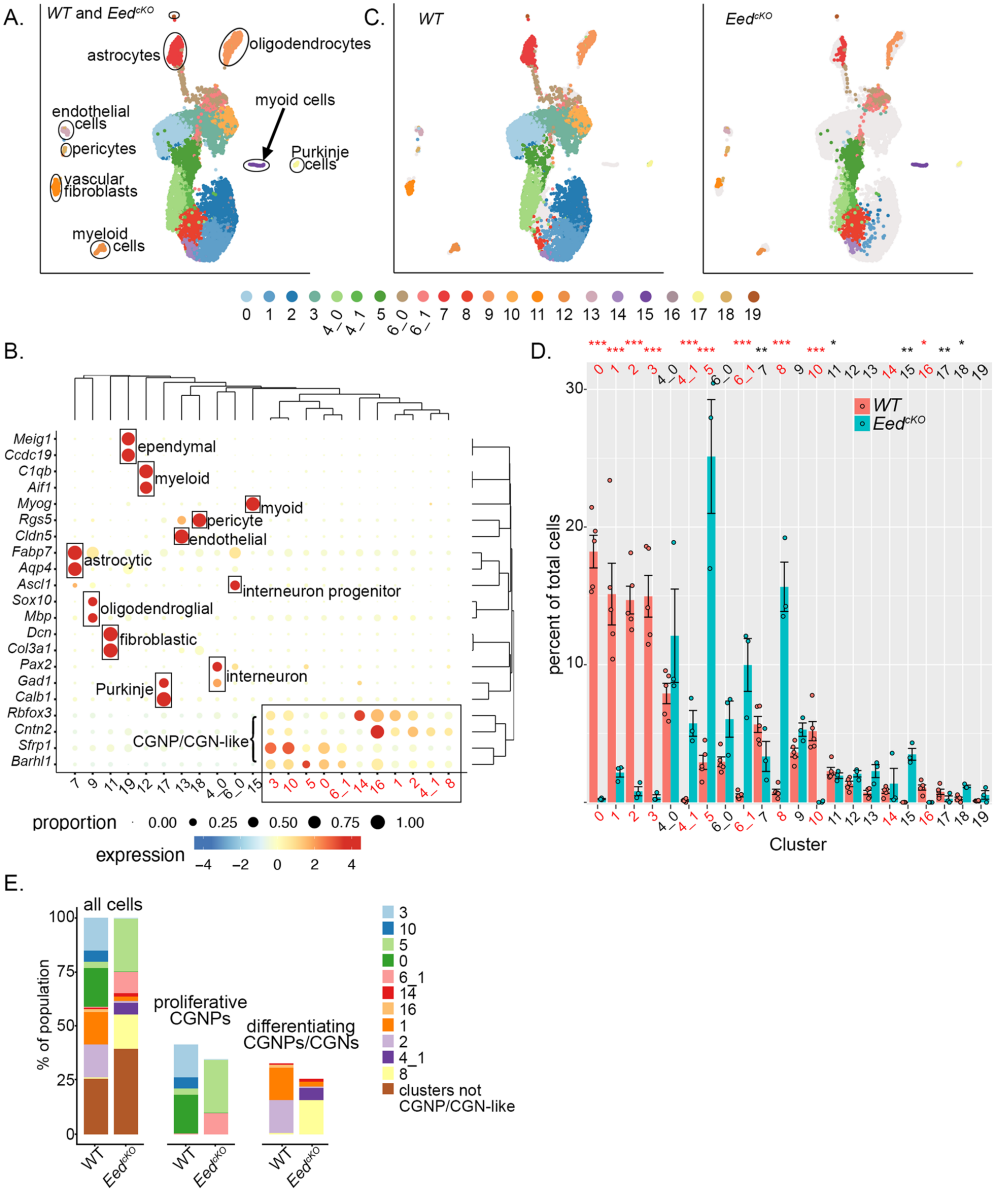
scRNA-seq shows differences in the composition of *Eed*^*cKO*^ cerebella, including a population of myoid cells not found in normal brain. **A** UMAP projection of cells from *Eed*^*cKO*^ and control cerebella, grouped by transcriptomic similarities into color-coded clusters. **B** Bubble Plot shows the magnitude and frequency of the expression of indicated cell type markers in each cluster. The genes and clusters are ordered according to the hierarchical clustering analysis, with groupings indicated along the top and right margins of the Bubble Plot. **C** UMAP projection of cells from *Eed*^*cKO*^ and control cerebella, disaggregated by genotype, with clusters indicated by the same color code as in (**A**). **D** Comparison of each normalized cluster population in *Eed*^*cKO*^ and control cerebella. Dots represent values for individual replicates, bars indicate the means and whiskers indicate the SEM. *** indicates *p* < 0.0001,** indicates *p* < 0.001, * indicates *p* < 0.05; Dirichlet regression was used to compare normalized cluster populations. **E** Bar graphs showing the mean proportional population of each cluster in *Eed*^*cKO*^ and control cerebella, with the subsets of proliferating CGNPs and differentiating CGNPs and CGNs also shown separately for clarity. In **B** and **D**, CGNP and CGN cluster numbers are presented in red for clarity

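Clustering of the 2373 *Eed* cKO cells gave 14 clusters of 28 to 363 cells. A cluster took the name of a cell type when at least 3 of that type's markers, more than of any other type, were seen in at least 10% of its cells and at a level at least 2 times that of the other cells, unless another type held more of the cluster's 10 strongest genes. These rules were set after the clusters had been seen, while the lists of markers were not. Clusters of 363 and 298 cells were named as proliferating CGNP-like, with *Sfrp1*, *Ccnd1* and *Mcm4* among the 10 strongest genes of the first and *Mki67*, *Top2a* and *Nusap1* among those of the second. The globin gene *Hbb-bs* also stood among the strongest genes of the cluster of 363 cells. Clusters of 355 and 186 cells were named as differentiating CGNP/CGN-like, with *Cntn2*, *Tubb3*, *Nhlh1* and *Neurod1* among the strongest genes of the first and *Barhl1*, *Mfap4* and *Nhlh1* among those of the second. A cluster of 160 cells, 40, 5 and 115 from mice 1, 2 and 3, was left unnamed. It carried 5 markers of differentiating CGNPs and CGNs and 3 of Purkinje cells, but its 10 strongest genes held markers of Purkinje cells and none of differentiating CGNPs. They included *Syt4*, *Pcp4*, *Snhg11* and *Calb1*.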

The differential gene expression patterns identified the cell-type of each cluster and demonstrated diverse types of cells that were expected in cerebellar tissue (Fig. 2A,B; Table 1). We identified Clusters 0, 1, 2, 3, 4_1, 5, 6_1, 10, 14, 16, and 17 as CGNP lineage cells in a spectrum of differentiation states, from cycling CGNPs to differentiated CGNs, based on expression of SHH target genes including *Sfrp1*, neural progenitor-related genes including CGNP transcription factor *Barhl1* and axonal pathfinding receptor *Cntn2*, and neuronal genes including the transcription factor *Rbfox3*. Different markers identified diverse types of non-neural cells, including astrocytes (Cluster 7), oligodendrocytes (Cluster 9), vascular fibroblasts (Cluster 11), myeloid cells (Cluster 12), endothelial cells (Cluster 13), pericytes (Cluster 18), and ependymal cells (Cluster 19). 

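In the *Eed* cKO mice, the cluster of 99 cells named as astrocyte-like was led by *Aqp4*, and made up 3.98% ± 1.48 of a mouse's cells (SD, n = 3 mice). The cluster of 120 oligodendrocyte-like cells expressed *Mbp* and *Olig1*, and made up 5.06% ± 0.631. Vascular fibroblast-like cells, with *Dcn* and *Col3a1*, made up 1.98% ± 0.428, and myeloid-like cells, with *C1qc* and *C1qb*, 1.95% ± 0.431. Endothelial-like cells, with *Cldn5*, made up 2.29% ± 0.770 and pericyte-like cells, with *Rgs5*, 1.17% ± 0.0627. Pericyte-like cells numbered 11, 6 and 11 in the 3 mice, and the exact binomial 95% interval of their share ran from 0.404% to 2.37% in mouse 2. No cluster was named as ependymal, and the smallest cluster held 28 cells. With a minimum of 1000 molecules per cell, 1236 cells remained and no cluster was named as vascular fibroblast-like or pericyte-like.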

Markers also identified neural populations that were outside the *Atoh* lineage but expected in the cerebellum, including gabaergic neural progenitors (Cluster 6_0), identified by expression of *Ascl1* and *Pax3*, gabaergic interneurons (Cluster 4_0) identified by *Pax2* and *Gad1*, and Purkinje cells identified by *Gad1* and *Calb1* [3, 39]. In contrast to all other clusters, which demonstrated markers expected in the brain, Cluster 15 expressed the muscle cell marker *Myog*, suggesting myoid differentiation.

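In the *Eed* cKO mice, 314 interneuron-like cells formed a cluster led by *Pax2*, *Gad1* and *Slc32a1*, with 9.59%, 9.14% and 19.4% of the cells of mice 1, 2 and 3. A cluster of 227 interneuron progenitor-like cells held 11.2%, 4.20% and 11.1%. Their means were 12.7% ± 5.79 and 8.85% ± 4.02 (SD, n = 3 mice), so the spread between mice was wider than the exact binomial intervals, which for interneuron-like cells ran from 6.86% to 11.9% in mouse 2 and from 16.9% to 22.1% in mouse 3. No cluster was named as Purkinje cells after the paper's filters. With no upper limit on RNA molecules and genes, a cluster of 179 cells took that name, 6.66% ± 6.50 of a mouse's cells, and no cluster was left unnamed.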

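*Myog*, on chromosome 1 of GRCm38 from 134289989 to 134292548, was held out of the clustering. The cluster named as myoid-like held 76 *Eed* cKO cells and carried 16 markers of muscle, with *Actc1*, *Mylpf*, *Myh3* and *Ttn* among its strongest genes. A *Myog* UMI was seen in 92.4% ± 2.98 of these cells (SD, n = 3 mice) and in 1.63% ± 0.594 of all other cells, at median depths of 1362.5 and 1024 UMIs. *Myog* reached 4299 ± 796 CPM in myoid-like cells and 24.7 ± 17.3 in all other cells, a log2 fold change of 7.54 (standard error 0.36, edgeR adjusted p = 1.3e-25, higher in 3 of 3 mice). The alternative that moved this value most gave 6.41, and all 15 alternatives stayed past the threshold. In cells outside the *Atoh1* lineage, which should lack *Myog*, the share was 1.39% ± 0.531.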

**Table 1:** Cell types identified via scRNA-seq

Cluster #	Designation	*Atoh1*-lineage?	Population difference	*p* value KO versus control
**0**	**Proliferating CGNPs**	**Yes**	**Up in control**	**1.00E−14**
**1**	**Differentiating CGNs**	**Yes**	**Up in control**	**8.40E−14**
**2**	**Early differentiating CGNPs**	**Yes**	**up in control**	**1.00E−14**
**3**	**Late mitotic CGNPs**	**Yes**	**Up in control**	**1.00E−14**
4_0	Interneurons	No		
**4_1**	***Hox* + CGNPs**	**Yes**	**Up in *Eed***^***cKO***^	**1.84E−05**
**5**	**Proliferating CGNPs**	**Yes**	**Up in *Eed***^***cKO***^	**1.03E−07**
6_0	Early interneuron progenitors	No		
**6_1**	***Cdkn2a* + proliferating CGNPs**	**Yes**	**Up in *Eed***^***cKO***^	**3.34E−07**
7	Astrocytes	No	Up in control	0.000213
**8**	***Hox* + differentiating CGNs**	**Yes**	**Up in *Eed***^***cKO***^	**2.91E−10**
9	Oligodendrocytes	No		
**10**	**Mitotic CGNPs**	**Yes**	**Up in control**	**5.67E−10**
11	Vascular fibroblasts	No	Up in control	0.0351
12	Myeloid	No		
13	Endothelial cells	No		
**14**	**CGNs**	**Yes**		
15	Myocytic cells	Yes	Up in *Eed*^*cKO*^	0.000945
**16**	**Early differentiating CGNPs**	**Yes**	**Up in control**	**0.00127**
17	Purkinje cells	No	Up in control	0.0214
18	Pericytes	No	Up in *Eed*^*cKO*^	0.00831
19	Ependymal cells	No		

Cluster numbers and corresponding cell types, with *Atoh1*-lineage cells identified, CGNP and CGN clusters are in bold, and population differences noted between *Eed*^*cKO*^ and WT, with *p* values determined by Dirichlet regression analysis

We disaggregated the UMAP to make separate projections from *Eed*^*cKO*^ and WT mice, demonstrating that each genotype distributed differently across the clusters (Fig. 2C). To compare the cluster populations in *Eed*^*cKO*^ and WT samples statistically, since each replicate contributed different numbers of cells to the analysis, we normalized the population of cells in each cluster from each replicate to the total number of cells from that replicate. These proportional populations were inter-related by the normalization to the whole, and therefore could not be analyzed by individual *t*-tests, which assume independence. We therefore used Dirichelet regression analysis to compare the proportional cluster populations [40].

As suggested by the disaggregated UMAP (Fig. 2C), Dirichelet regression analysis showed that the populations of specific clusters were significantly different in *Eed*^*cKO*^ cerebella compared to controls (Fig. 2D). We found significant differences in the populations of *Atoh1*-lineage cell types that were subject to conditional deletion, and also of clusters outside the *Atoh1* lineage. Within the *Atoh1* lineage, CGNP/CGN Clusters 0, 1, 2, 3, 10, and 16 were more populous in controls, while CGNP/CGN Clusters 4_1, 5, 6_1, and 8 were more populous in the *Eed*^*cKO*^ (Fig. 2D). 

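Among the *Eed* cKO cells, proliferating CGNP-like cells made up 32.5%, 37.7% and 17.3% of the cells of mice 1, 2 and 3, a mean of 29.1% ± 10.6 (SD, n = 3 mice). Differentiating CGNP/CGN-like cells made up 21.8%, 28.9% and 20.2%, a mean of 23.6% ± 4.64. Together these groups held 54.2%, 66.5% and 37.4%, and the exact binomial 95% intervals of the joint share, 51.0% to 57.5%, 62.4% to 70.5% and 34.3% to 40.7%, do not overlap. The unnamed cluster held 12.7% of the cells of mouse 3, but 4.36% and 0.914% in mice 1 and 2. The resolution of the clustering moved the joint share most, to 37.4% ± 13.2 at resolution 0.4, where no cluster was named as differentiating.

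**Figure D1:**
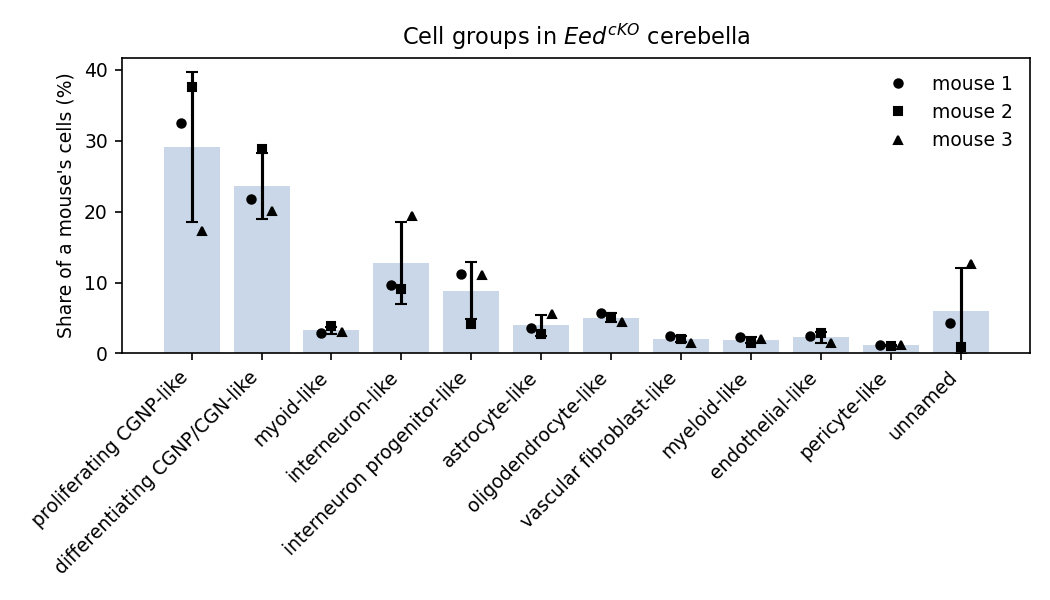
Share of each mouse's cells in each cell group, in percent, for the 3 *Eed* cKO mice (points), with the mean (bars) and SD (whiskers). Proliferating CGNP-like cells ranged from 17.3% to 37.7% between mice, while myoid-like cells lay between 2.94% and 3.84%.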

Outside the *Atoh1* lineage, Purkinje cells, astrocytes, and vascular fibroblasts were increased in controls and pericytes were increased in the *Eed*^*cKO*^. These cell types were not subject to *Eed* deletion, and differences in their populations reflect non-cell autonomous effects. Additionally, the myoid Cluster 15 was present only in the *Eed*^*cKO*^ cerebella (Fig. 2C,D). 

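In the *Eed* cKO mice, 935 cells were named as types outside the *Atoh1* lineage, and 1202 as CGNP/CGN-like. *Eed* was seen at 64.9 ± 17.7 CPM (SD, n = 3 mice) in cells outside the lineage and at 21.9 ± 8.09 in CGNP/CGN-like cells. The log2 fold change, CGNP/CGN-like cells over cells outside the lineage, was -1.43 (standard error 0.38, edgeR adjusted p = 0.018, lower in 3 of 3 mice). These values rest on 66 and 35 UMIs. The difference no longer passed 0.05 without mouse 1, at -1.59 (edgeR adjusted p = 0.10), or without mouse 2, at -1.10 (edgeR adjusted p = 0.16), and over 16 alternatives the adjusted p ranged from 0.0039 to 0.22. *Ezh2* did not differ past the threshold, at 511 ± 49.8 CPM in CGNP/CGN-like cells and 366 ± 59.7 outside the lineage (log2 fold change 0.45, standard error 0.19, edgeR adjusted p = 0.15), although it passed with mice as blocks in the fit (0.45, edgeR adjusted p = 0.010), at resolution 0.4 (0.60, edgeR adjusted p = 0.038) and against non-neural cells outside the lineage (1.04, edgeR adjusted p = 8.3e-04). The counts do not show which exons a transcript kept. In the *Eed* region, the annotation also holds *Gm45120* on the same strand.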

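All 3 *Eed* cKO mice had cells in the myoid-like cluster: 27 of 918, 21 of 547 and 28 of 908, or 2.94%, 3.84% and 3.08%. Their exact binomial 95% intervals, 1.95% to 4.25%, 2.39% to 5.81% and 2.06% to 4.43%, overlap, so the mice differed by less than the sampling noise. The mean was 3.29% ± 0.483 (SD, n = 3 mice), and it lay between 3.01% and 3.46% with each mouse left out in turn. A single cluster was named as myoid-like under each clustering alternative.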

While proliferative Clusters 5 and 6_1 were relatively increased in *Eed*^*cKO*^ mice, proliferative Clusters 0, 3, and 10 were decreased, resulting in a net decrease in proliferative populations (Fig. 2E), consistent with the decrease in pRB + CGNPs.

### *Eed* deletion permits divergence from the neural fate of CGNPs

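Troponin genes, *Myl1*, *Cav3* and *Smyd1* were compared between the 76 myoid-like cells and all other *Eed* cKO cells, with sums per mouse. In all, 12 of the 14 myogenic genes held out of the clustering had enough UMIs to be tested, and all 12 were higher in myoid-like cells past the threshold, with log2 fold changes from 3.85 to 9.12 and a median of 7.48. The cluster took its name from 16 other markers of muscle, so these tests are no independent support for that name. *Tnnt2*, on chromosome 1 from 135836354 to 135852260, reached 2944 ± 636 CPM (SD, n = 3 mice) in myoid-like cells and 6.52 ± 0.931 in all other cells (log2 fold change 8.75, standard error 0.37, edgeR adjusted p = 2.0e-27). The log2 fold changes of the other troponin genes were 7.50 for *Tnnt1*, 6.98 for *Tnnt3*, 8.08 for *Tnni1*, 7.47 for *Tnni2*, 5.98 for *Tnnc1* and 7.88 for *Tnnc2*. *Myl1*, on chromosome 1 from 66924295 to 66945404, reached 3176 ± 1325 CPM against 5.12 ± 2.82 (log2 fold change 9.12, standard error 0.41, edgeR adjusted p = 1.8e-26). *Cav3*, on chromosome 6 from 112459505 to 112472872, reached 204 ± 67.0 from 30 UMIs (log2 fold change 6.35, standard error 0.60, edgeR adjusted p = 4.7e-13). *Smyd1*, on chromosome 6 from 71213940 to 71322233, reached 237 ± 125 from 39 UMIs (log2 fold change 7.41, standard error 0.61, edgeR adjusted p = 2.1e-15). Each of these genes was higher in 3 of 3 mice. Over the whole held-out list, 20 genes were higher and 9 lower of 54 tested, and 21 and 10 with p adjusted over the list alone.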

The *Myog*-expressing Cluster 15 showed multiple genes typical of muscle cells, including troponins, *Myl1*, *Cav3*, and *Smyd1* (Fig. 3A). We did not observe this myoid transcriptomic pattern in any cells from control mice. 

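*Cdkn1a*, on chromosome 17 from 29090976 to 29100727, reached 2811 ± 200 CPM (SD, n = 3 mice) in myoid-like cells and 129 ± 38.2 in all other *Eed* cKO cells, a log2 fold change of 4.45 (standard error 0.28, edgeR adjusted p = 5.2e-20). A *Cdkn1a* UMI was seen in 89.2% ± 3.58 of myoid-like cells and in 9.81% ± 2.11 of the others. *Cdkn1c*, on chromosome 7 from 143458339 to 143461050, reached 13080 ± 1499 CPM against 263 ± 41.0, a log2 fold change of 5.62 (standard error 0.29, edgeR adjusted p = 8.5e-24). Both genes were higher in 3 of 3 mice and past the threshold under all 15 alternatives. Among CGNP/CGN-like cells, *Cdkn1a* was at 241 ± 88.5 CPM in proliferating cells and 80.2 ± 7.33 in differentiating cells (log2 fold change 1.55, standard error 0.31, edgeR adjusted p = 9.7e-04). Over all CGNP/CGN-like cells it was 177 ± 48.7, against 63.5 ± 8.40 outside the *Atoh1* lineage (log2 fold change 1.51, standard error 0.27, edgeR adjusted p = 9.1e-04), and higher in 3 of 3 mice. *Cdkn1c* did not differ between CGNP/CGN-like cells, at 260 ± 53.4, and cells outside the lineage, at 281 ± 58.9 (log2 fold change -0.09, standard error 0.23, edgeR adjusted p = 0.86), and its direction there changed under some alternatives.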

Cluster 15 cells also up-regulated *Cdkn1a* and *Cdkn1c* (Fig. 3A,B), which are known to be suppressed by the PRC2 in other types of cells [41–44]. Based on the up-regulation of PRC2-suppressed genes, we infer that Cluster 15 cells were within the *Atoh1* lineage, and that conditional *Eed* deletion caused these *Atoh1*-lineage cells to diverge from the expected CGNP trajectory.

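Set against the 935 cells outside the *Atoh1* lineage, which were not subject to deletion, myoid-like cells showed 21 of 34 held-out genes higher and 4 lower past the threshold, and 22 and 5 with p adjusted over the list alone. Of the 21, 12 were myogenic genes, 6 came from the paper's tables of cluster markers, 2 were CDK inhibitors and 1 was a BH3-only gene. No *Hox* gene could be tested, so the total is not a count of genes that the PRC2 suppresses. The log2 fold change was 5.48 for *Cdkn1a* (standard error 0.26, edgeR adjusted p = 3.7e-11) and 5.54 for *Cdkn1c* (standard error 0.27, edgeR adjusted p = 4.1e-11). *Cdkn2a*, *Hoxa7* and *Hoxa9* had too few UMIs in the 76 myoid-like cells to pass the filter on low counts. With no such filter, *Cdkn2a* was higher, with a log2 fold change of 2.41 (standard error 0.74, edgeR adjusted p = 0.017), but it rested on 12 UMIs in myoid-like cells and was higher in 2 of 3 mice. *Hoxa7*, at 1.19 (standard error 0.77, edgeR adjusted p = 0.42, higher in 3 of 3 mice), and *Hoxa9*, at 1.01 (standard error 1.05, edgeR adjusted p = 0.68, higher in 2 of 3 mice), showed no difference that was detectable at this depth. *Atoh1* had 1 UMI in myoid-like cells, and *Zic1* was lower than outside the lineage (log2 fold change -1.72, standard error 0.28, edgeR adjusted p = 1.4e-04, lower in 3 of 3 mice). From the up-regulation of genes that the PRC2 suppresses, the paper infers that Cluster 15 arose within the *Atoh1* lineage.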

**Fig. 3:**
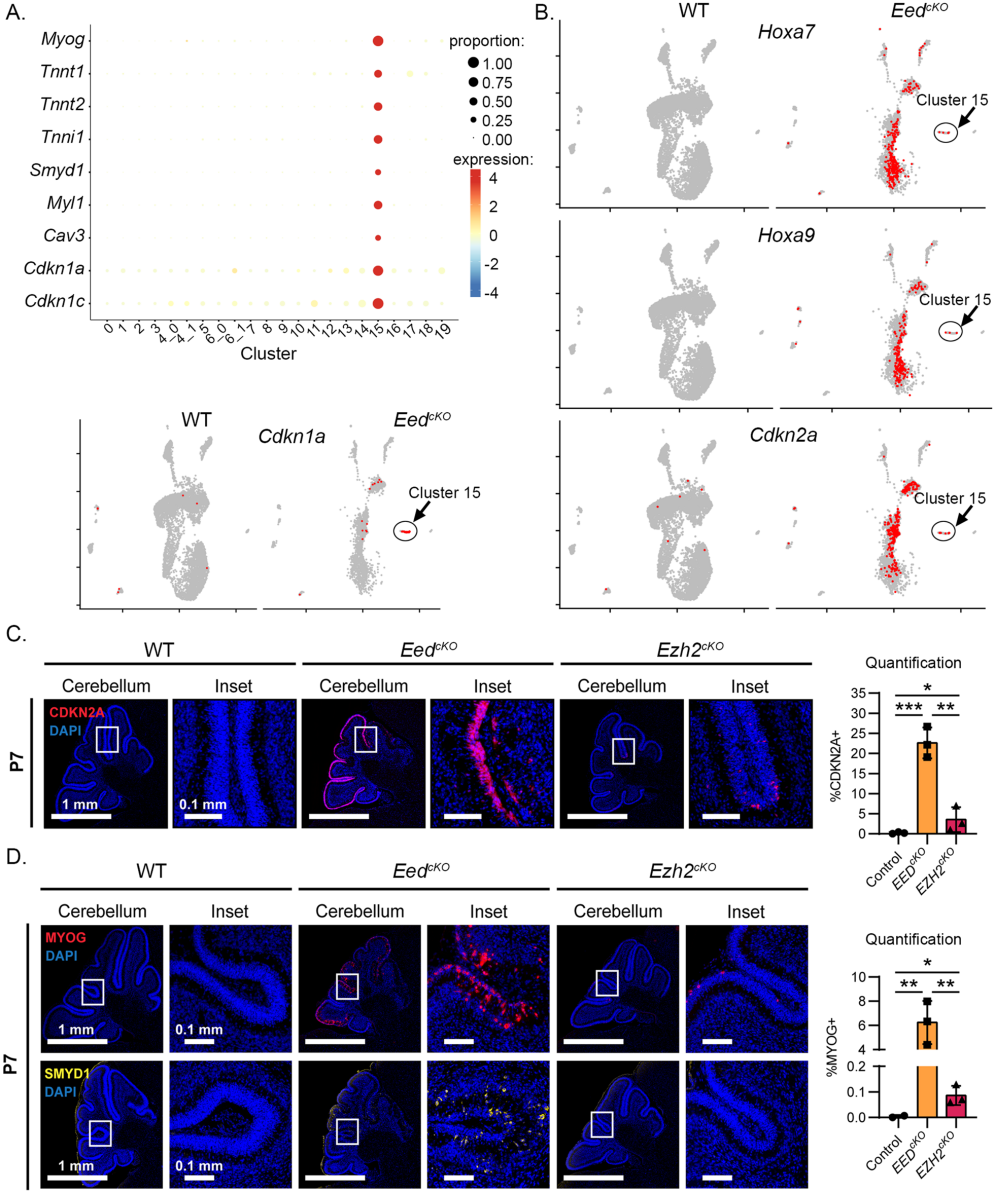
Expression of PRC2 targets in *Eed*^*cKO*^ and *Ezh2*^*cKO*^ cerebella. **A** Bubble Plot shows the magnitude and frequency of the expression of indicated genes in each cluster, and feature plot of *Cdkn1a* + cells (red), color-coded over the UMAP from (2C). **B** Feature plots of *Hoxa9*^+^, *Hoxa7*^+^, and *Cdkn2a*^+^ cells (red), color-coded over the UMAP from (2C). **C** and **D** Representative immunofluorescence in sagittal sections of WT, *Eed*^*cKO*^, and *Ezh2*^*cKO*^ cerebella, showing expression of **C** CDKN2A or **D** MYOG and SMYD1, with DAPI counterstain. The CDKN2A + and MYOG + fractions in cerebellar sections from 3 replicate mice of indicated genotypes are graphed on the right. *Eed*^*cKO*^, and *Ezh2*^*cKO*^ replicates were compared to controls using one-tailed Student’s t-tests and to each other using two-tailed Student’s *t*-tests. *, **, and *** denote *p* < 0.05, *p* < 0.01 and *p* < 0.001 respectively

### *Eed* deletion permits expression of PRC2-inhibited CDK inhibitors and *Hox* genes

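*Cdkn2a*, on chromosome 4 from 89274471 to 89294653, was seen at 225 ± 28.1 CPM (SD, n = 3 mice) in CGNP/CGN-like cells of the *Eed* cKO mice and at 12.7 ± 1.65 in cells outside the *Atoh1* lineage, a log2 fold change of 4.15 (standard error 0.30, edgeR adjusted p = 1.6e-07). Its UMIs do not separate the transcripts of its 2 protein products. *Hoxa9*, on chromosome 6 from 52223100 to 52231089, was at 191 ± 57.2 and 11.8 ± 1.24 (log2 fold change 4.04, standard error 0.35, edgeR adjusted p = 8.7e-07). *Hoxa7*, on chromosome 6 from 52214491 to 52221854, was at 206 ± 12.8 and 23.4 ± 17.0 (log2 fold change 3.28, standard error 0.35, edgeR adjusted p = 8.0e-06), and *Hoxaas3* overlaps it on the other strand. All 3 genes were higher in 3 of 3 mice and past the threshold under all 16 alternatives. The alternative that moved *Hoxa7* most gave 2.35, and the one that moved *Cdkn2a* most gave 3.62. In all, 18 of 49 held-out genes were higher and 2 lower past the threshold, and 23 and 2 with p adjusted over the list alone. With mice as blocks in the fit, 32 were higher and 2 lower.
A *Cdkn2a* UMI was seen in 20.1% ± 4.01 of CGNP/CGN-like cells, 9.61% ± 10.9 of myoid-like cells and 1.35% ± 0.266 of cells outside the lineage. The shares were 16.4% ± 7.74, 4.81% ± 5.44 and 1.26% ± 0.399 for *Hoxa9*, and 19.0% ± 4.23, 6.79% ± 2.93 and 2.29% ± 1.61 for *Hoxa7*. The median depth was 1029 UMIs in CGNP/CGN-like cells and 968 outside the lineage, and myoid-like cells were deeper than both. With each cell thinned to 500 UMIs, the shares for *Hoxa7* were 10.5%, 2.82% and 0.408%, and in myoid-like cells the share of both *Cdkn2a* and *Hoxa9* was 1.19% ± 2.06.

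**Figure D2:**
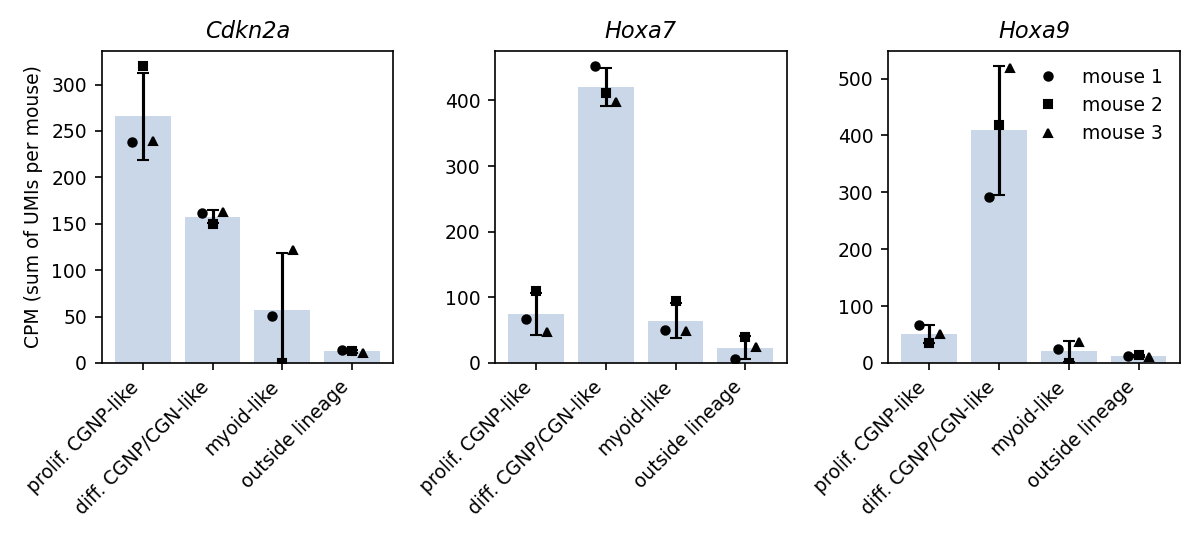
CPM of *Cdkn2a*, *Hoxa7* and *Hoxa9* in each cell group, as the sum over the group's cells in each of the 3 *Eed* cKO mice (points), with the mean (bars) and SD (whiskers); the axes of the 3 panels differ. In cells outside the *Atoh1* lineage the means were 12.7, 23.4 and 11.8, with *Hoxa7* between 5.64 and 39.6 in the 3 mice, and *Cdkn2a* was at 0 in the myoid-like cells of mouse 2.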

While only Cluster 15 cells showed *Cdkn1a* and *Cdkn1c*, the broad set of *Atoh1*-lineage cells, including CGNPs, CGNs, and Cluster 15 cells expressed other genes typically suppressed by the PRC2, including *Cdkn2a, Hoxa9*, and *Hoxa7* [44–47] (Fig. 3B). Indeed, these markers differentiated the CGNP/CGN clusters enriched in *Eed*^*cKO*^ cerebella (Clusters 4_1, 5, 6_1, and 8) from the CGNP/CGN clusters enriched in WT samples (Clusters 0, 1, 2, 3, 10, and 16). 

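Within the CGNP/CGN-like cells of the *Eed* cKO mice, these genes were not evenly spread. *Hoxa9* was at 50.9 ± 15.8 CPM (SD, n = 3 mice) in proliferating and 409 ± 113 in differentiating cells (log2 fold change -2.96, standard error 0.29, edgeR adjusted p = 6.0e-07). *Hoxa7* was at 74.7 ± 31.7 and 421 ± 28.7 (log2 fold change -2.54, standard error 0.26, edgeR adjusted p = 1.3e-06). Both were lower in proliferating cells in 3 of 3 mice and under all 14 alternatives. *Cdkn2a* went the other way, at 266 ± 47.3 in proliferating and 158 ± 7.17 in differentiating cells (log2 fold change 0.73, standard error 0.22, edgeR adjusted p = 0.020), but it lay past the threshold under only 10 of 14 alternatives and not without mouse 1 (0.83, edgeR adjusted p = 0.071) or mouse 2 (0.57, edgeR adjusted p = 0.15). A UMI of *Hoxa9* was seen in 6.52% ± 2.32 of proliferating and 27.0% ± 11.7 of differentiating cells, whose median depths were 1155 and 903 UMIs. Of 44 held-out genes tested, 12 were higher in proliferating and 14 in differentiating cells, and 15 and 14 with p adjusted over the list alone. Without mouse 1, 7 were higher in proliferating cells.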

The absence of *Cdkn2a, Hoxa9*, and *Hoxa7* in WT cells (Fig. 3B) indicates that each of these genes are normally suppressed by the PRC2 in CGNP-lineage cells.

### *Ezh2* deletion, like *Eed* deletion, permits myoid differentiation

We used immunohistochemistry (IHC) to determine if specific transcripts from PRC2-target genes were translated in *Eed*^*cKO*^ cerebella, and to probe *Ezh2*^*cKO*^ cerebella for similar patterns of expression. Cells expressing CDKN2A, MYOG, and SMYD1 were absent in controls, including WT cerebella and cerebella from *Eed*^*f/f*^ and *Eed*^*f/*+^ littermates of *Eed*^*cKO*^ mice. As the frequency of CDKN2A + , MYOG + , and SMYD1 + cells in mutant cerebella could not be lower than in control cerebella, we used one-tailed statistical tests to compare mutant to control replicates, and two-tailed statistical tests for comparison between *Eed*^*cKO*^ and *Ezh2*^*cKO*^ genotypes.

*Eed*^*cKO*^ cerebella showed CDKN2A + CGNPs throughout the EGL; the fraction of CDKN2A + cells was significantly greater than in WT or *Ezh2*^*cKO*^ cerebella (Fig. 3C). *Ezh2*^*cKO*^ cerebella showed significantly more CDKN2A + CGNPs than controls, but fewer than *Eed*^*cKO*^ cerebella. Both PRC2 component mutations thus resulted in up-regulation of CDKN2A, with *Eed*^*cKO*^ showing a higher fraction of affected cells.

Both *Eed*^*ckO*^ and *Ezh2*^*ckO*^ cerebella showed cells expressing the muscle cell transcription factor MYOG, while no cells expressed MYOG control cerebella, *Eed*^*cKO*^ cerebella (Fig. 3D). MYOG + cells were significantly more numerous in *Eed*^*ckO*^ than *Ezh2*^*cKO*^ cerebella (Fig. 3D). *Eed*^*ckO*^ cerebella also showed cells expressing the muscle cell chromatin regulator SMYD1, which was absent in *Ezh2*^*ckO*^ and control cerebella (Fig. 3D). Pairwise comparison of SMYD1 expression in *Eed*^*ckO*^ cerebella (present in 3/3) versus *Ezh2*^*ckO*^ (absent in 3/3) or controls (absent in 3/3) using the Barnard’s exact test showed p values of 0.03. Transcripts that were not found in control CGNPs, including *Cdkn2a* and *Myog*, were thus translated into proteins in both *Eed*^*ckO*^ and *Ezh2*^*ckO*^ cerebella, with SMYD1 expression in *Eed*^*cKO*^ cerebella demonstrating an additional myoid gene ectopically expressed.

### Increased activation of the intrinsic apoptotic pathway in ***Eed***^***cKO***^ CGNPs

To probe the mechanisms of increased cell death in *Eed*^*cKO*^ CGNPs, we analyzed p53 function and the expression of genes regulating apoptosis. CGNPs are highly sensitive to p53-mediated activation of the intrinsic apoptotic pathway [48, 49] and also to direct activation the intrinsic apoptotic pathway triggered by changes in apoptotic regulators [35, 50]. 

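Beside *Cdkn1a*, 12 further targets of p53 were listed for comparison in myoid-like and all other *Eed* cKO cells. For 5 of these 12 the UMIs sufficed for a test, and none of the 5 passed the threshold with edgeR or with DESeq2. The log2 fold change, myoid-like cells over all other cells, was 1.16 for *Ccng1* (standard error 0.55, edgeR adjusted p = 0.14) and 1.01 for *Mdm2* (standard error 0.53, edgeR adjusted p = 0.20). *Ei24* was at 0.17, *Bax* at -0.59 and *Trp53inp1* at -1.66. *Ei24* changed direction under some alternatives. *Trp53inp1* had 2 UMIs in myoid-like cells, all in mouse 2, and ran from -7.92 to -0.46 with each mouse left out in turn. *Pmaip1*, which was listed with the BH3-only genes and is also a target of p53, was higher in myoid-like cells (log2 fold change 3.52, standard error 0.43, edgeR adjusted p = 2.0e-09, higher in 3 of 3 mice). At an unadjusted p under 0.05, 1 of the 5 genes, *Ccng1*, was higher (unadjusted p = 0.038 from edgeR) and 0 were lower. With no filter on low counts, all 12 genes were tested and 0 passed the threshold. The 76 myoid-like cells limit what could be detected.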

*Cdkn1a* expression in Cluster 15 suggested that *Eed* deletion might activate p53-dependent transcription, potentially mediating the observed increased apoptosis. To determine if other apoptotic regulators were altered in *Eed*^*cKO*^ CGNPs, we compared the expression of pro-apoptotic BH3-only genes in the CGNP and CGN clusters of *Eed*^*cKO*^ and control mice (Fig. 4A).

**Fig. 4:**
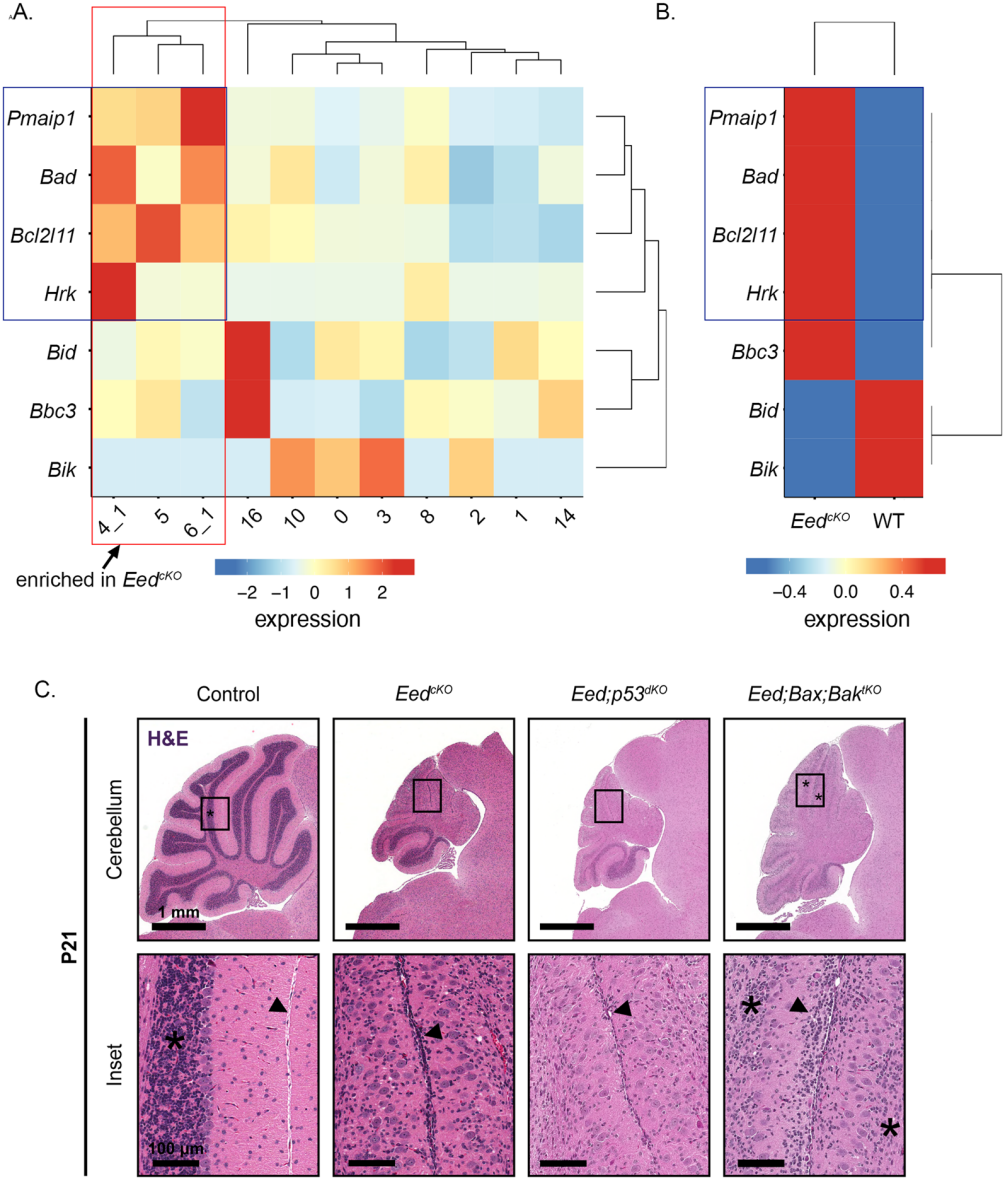
Increased spontaneous, p53-indepenedent CGNP apoptosis contributes to growth failure in *Eed*-deleted cerebella. **A** Heat map of BH3-only gene expression in each CGNP/CGN cluster. Hierarchical clustering based on BH3-only genes grouped together the CGNP clusters that were enriched in *Eed*^*cKO*^ mice (red box), and identified a set of apoptosis regulators (blue box) that was up-regulated in this group. **B** Heat map of BH3-only gene expression in the combined set of CGNP/CGN clusters, comparing *Eed*^*cKO*^ and control genotypes, with the blue box highlighting the same apoptosis regulators as in (**A**). **C** Representative H&E-stained sagittal sections of P21 WT, *Eed*^*cKO*^, *Eed/Trp53*^*dKO*^, and *Eed/Bax/Bak*^*tKO*^ mice. * indicates regions of IGL. Arrow indicates regions of persistent or absent EGL

Hierarchical clustering based on BH3-only gene expression distinguished the 3 proliferative clusters enriched in *Eed*^*cKO*^ cerebella, Clusters 4_1, 5, and 6_1, which showed increased expression of *Pmaip1* (aka *Noxa*), *Bad*, *Bcl2l11* (aka *Bim*), and *Hrk* (Fig. 4A). Similarly, comparing the combined set of all cells in CGNP and CGN clusters, *Eed*^*cKO*^ cells showed a distinctive pattern of BH3-only gene expression, with increased *Bbc3* (aka *Puma*), *Pmaip1* (aka *Noxa*), *Bad*, *Bcl2l11* (aka *Bim*), and *Hrk* (Fig. 4B). These data suggested that *Eed* deletion may increase apoptosis by direct activation of the intrinsic apoptotic pathway.

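Between proliferating and differentiating CGNP/CGN-like cells of the *Eed* cKO mice, *Pmaip1* did not pass the filter on low counts. It was at 39.4 ± 7.62 CPM (SD, n = 3 mice) in proliferating and 20.9 ± 6.05 in differentiating cells, from 38 and 13 UMIs, and with no such filter the log2 fold change was 0.90 (standard error 0.52, edgeR adjusted p = 0.33). *Hrk*, on chromosome 5 from 118164648 to 118189478, was lower in proliferating cells, at 9.90 ± 10.5 against 89.3 ± 9.98, a log2 fold change of -3.15 (standard error 0.55, edgeR adjusted p = 3.2e-04), and lower in 3 of 3 mice. It stayed past the threshold under all 13 alternatives in which it was tested. *Bad* was at 80.1 ± 14.2 and 82.3 ± 16.6 (log2 fold change -0.05, standard error 0.30, edgeR adjusted p = 0.93). *Bcl2l11* was at 39.5 ± 13.9 and 36.8 ± 12.7 (log2 fold change 0.02, standard error 0.44, edgeR adjusted p = 0.99). The direction of *Bad* and *Bcl2l11* changed under some alternatives. The paper's comparisons involve WT cells, so these values within the mutant do not test the increases that it reports.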

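In the *Eed* cKO mice, the same genes were compared between CGNP/CGN-like cells and cells outside the *Atoh1* lineage, a comparison within the mutant that gives no difference from WT. *Pmaip1*, on chromosome 18 from 66458533 to 66465565, was at 32.4 ± 6.59 CPM (SD, n = 3 mice) against 11.0 ± 7.88 (log2 fold change 1.97, standard error 0.52, edgeR adjusted p = 0.017). It lay past the threshold under 11 of 14 alternatives, and not without mouse 1 (edgeR adjusted p = 0.17). *Hrk* was at 40.1 ± 13.0 against 8.43 ± 7.42 (log2 fold change 1.84, standard error 0.51, edgeR adjusted p = 0.023), and not past the threshold without mouse 1 (2.12, edgeR adjusted p = 0.077) or mouse 2 (1.60, edgeR adjusted p = 0.12), while without mouse 3 it did not pass the filter on low counts and was not tested. Both were higher in 3 of 3 mice. *Bad*, on chromosome 19 from 6941861 to 6951899, was at 80.5 ± 11.1 against 73.6 ± 7.27 (log2 fold change 0.14, edgeR adjusted p = 0.80). *Bcl2l11*, on chromosome 2 from 128126038 to 128162547, was at 39.1 ± 7.48 against 29.2 ± 8.58 (log2 fold change 0.34, edgeR adjusted p = 0.65). *Bbc3*, on chromosome 7 from 16308393 to 16318205, was at 24.7 ± 9.61 against 21.8 ± 22.6 (log2 fold change 0.03, edgeR adjusted p = 0.99). The small values of *Bad* and *Bbc3* changed direction under some alternatives.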

To determine whether p53 signaling or the intrinsic apoptotic pathway contributed to cerebellar hypoplasia in *Eed*^*cKO*^ mice, we combined *Eed* deletion with deletion of either *Trp53* or both *Bax* and *Bak*. We bred *Eed*^*cKO*^ mice with *Trp53*^*fl/fl*^ mice to generate *Math1-Cre/Eed*^*fl/fl*^*/Trp53*^*fl/fl*^ (*Eed/Trp53*^*dKO*^) mice and bred *Eed*^*cKO*^ mice with *Bax*^*fl/fl*^*/Bak*^−/−^ mice to generate *Math1-Cre/Eed*^*fl/fl*^*/Bax*^*fl/fl*^*/Bak*^−/−^ (*Eed/Bax/Bak*^*tKO*^) mice. *Eed/Trp53*^*dKO*^ mice showed cerebellar hypoplasia similar to *Eed*^*cKO*^ mice (Fig. 4C). In contrast, cerebella in *Eed/Bax/Bak*^*tKO*^ mice were markedly less abnormal, with relatively increased CGNs within the IGL and more appropriate layering of Purkinje cells between the IGL and molecular layers (Fig. 4C). *Bax*/*Bak* co-deletion did not fully rescue the effects of *Eed* knockout, as the IGL remained less densely populated than WT controls and the molecular layer contained ectopic cells (Fig. 4C). The absence of rescue in *Eed/Trp53*^*dKO*^ mice indicates that growth failure in the *Eed*^*cKO*^ cerebella was p53-independent. The partial rescue by co-deletion of *Bax* and *Bak*, however, demonstrates that p53-independent activation of the intrinsic apoptosis pathway contributed to cerebellar hypoplasia in *Eed*^*cKO*^ mice. *Bax*/*Bak* co-deletion also increased the myoid population (Additional file 1: Fig. S2), indicating that myoid cells were typically removed from *Eed*^*cKO*^ cerebella by apoptosis.

### PRC2 function is not required for SHH medulloblastoma tumorigenesis

Mutations that disrupt cerebellar growth may identify genes required for growth of medulloblastoma [51] and the PRC2 has been proposed as a target for medulloblastoma therapy. Therefore, to determine whether medulloblastomas depend on *Eed* and the PRC2, we bred *Eed*^*cKO*^ and *Ezh2*^*cKO*^ mice with *SmoM2* mice [52]. *SmoM2* mice harbor a *Cre*-conditional transgene with an oncogenic allele of the SHH receptor component *Smo*. Mice that inherit both *Math1-Cre* and *SmoM2* develop medulloblastoma with 100% penetrance and without treatment die of tumor progression by P50 [6]. We have shown that these tumors recapitulate the gene expression patterns and cellular diversity of SHH medulloblastomas resected from patients [3, 38, 53]. By interbreeding *Eed*^*cKO*^ and *Ezh2*^*cKO*^ mice with *SmoM2* mice, we generated pups with the genotypes *Math1-Cre/Eed*^*fl/fl*^*/SmoM2* (*M-Smo/Eed*^*cKO*^) and *Math1-Cre/Ezh2*^*fl/fl*^*/SmoM2* (*M-Smo/Ezh2*^*cKO*^). To generate control mice with SHH medulloblastomas with intact PRC2, we bred *Math1-Cre* and *SmoM2* mice to generate *Math1-Cre/SmoM2* (*M-Smo*) controls. We then compared medulloblastomas in *M-Smo/Eed*^*cKO*^, *M-Smo/Ezh2*^*cKO*^, and *M-Smo* mice.

*M-Smo/Eed*^*cKO*^*, M-Smo/Ezh2*^*cKO*^, and *M-Smo* mice all developed medulloblastomas with 100% frequency by P10 (Fig. 5A). *M-Smo* tumors showed heterogeneous H3K27me3, with strongest H3K27me3 expression in the most differentiated elements, similar to WT cerebella (Fig. 5B). Deletion of either *Eed* or *Ezh2* disrupted PRC2 function, as both *M-Smo/Eed*^*cKO*^ and *M-Smo/Ezh2*^*cKO*^ showed minimal H3K27me3 in tumor cells, with residual H3K27me3 in interspersed stromal cells demonstrating the effectiveness of the staining technique (Fig. 5B). *M-Smo/Eed*^*cKO*^ and *M-Smo/Ezh2*^*cKO*^ mice showed shorter survival times compared to controls, indicating that PRC2-mutant medulloblastomas progressed more quickly (Fig. 5C).

**Fig. 5:**
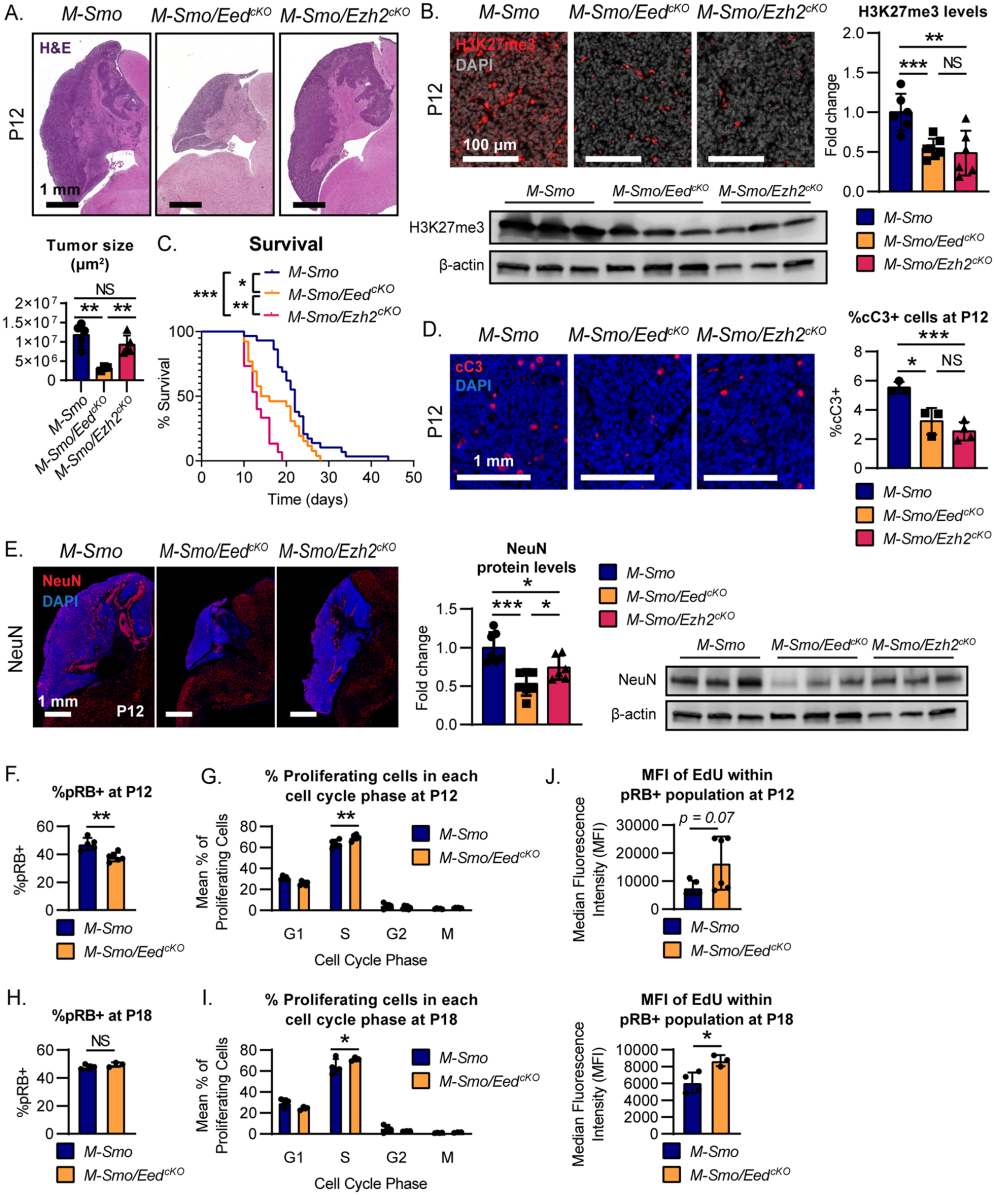
Loss of PCR2 function accelerated progression of SHH medulloblastomas. **A** Representative H&E-stained sagittal sections of medulloblastomas in *M-Smo*, *M-Smo/Eed*^*cKO*^, and *M-Smo/Ezh2*^*cKO*^ mice at postnatal day 12 (P12) and comparison of cross-sectional area of tumors in midline sections of replicate mice of each genotype, usiong two-tailed Student’s *t*-test. **B** Representative IF stains showing H3K27me3 in *M-Smo*, *M-Smo/Eed*^*cKO*^, and *MSmo/Ezh2*^*cKO*^ tumors, and H3K27me3 western blots of medulloblastomas from 3 replicate mice of each genotype. **C** Kaplan–Meier curves compare the survival times of *M-Smo*, *M-Smo/Eed*^*cKO*^, and *MSmo/Ezh2*^*cKO*^ mice, using the Log-Rank test. **D** IHC for cC3 in representative sections, with quantitative analysis of replicate samples, compared by two-tailed Student’s *t*-test. **E** IHC for NEUN in representative sections, with western blot of replicate samples quantified on the right, compared by two-tailed Student’s *t*-test. **F–J** Flow cytometry analysis of dissociated tumors of indicated age and genotype, showing **F, H** pRB + fractions and **G, I** cell cycle distribution of pRB + cells, and **J** EdU MFI, compared by two-tailed Student’s *t*-test. *, **, and *** denote *p* < 0.05, *p* < 0.01 and *p* < 0.001 respectively, relative to controls

We compared apoptosis and terminal differentiation in *M-Smo/Eed*^*cKO*^, *M-Smo/Ezh2*^*cKO*^, and *M-Smo* tumors. *Eed*-deleted and *Ezh2*-deleted medulloblastomas showed less apoptosis, demonstrated smaller fractions of cC3 + cells compared to control tumors (Fig. 5D), in contrast to the increased cell death that we noted in *Eed*^*cKO*^ cerebella. Medulloblastomas in *M-Smo/Eed*^*cKO*^ and *M-Smo/Ezh2*^*cKO*^ mice also showed reduced neuronal differentiation, demonstrated by less abundance of neuronal marker NEUN (Fig. 5E). PRC2 disruption therefore decreased both apoptosis and terminal differentiation in SHH medulloblastoma.

### Transient growth suppression in ***M-Smo/Eed***^***cKO***^ medulloblastomas

While *M-Smo/Eed*^*cKO*^ tumors progressed more rapidly than *M-Smo* control tumors, we noted consistently smaller cross-sectional area in midline sections of *M-Smo/Eed*^*cKO*^ tumors at P12 compared to either *M-Smo/Ezh2*^*cKO*^ or control tumors (Fig. 5A), suggesting that *Eed* deletion might produce an initial growth suppression, followed by more rapid growth. To analyze tumor growth dynamics, we compared RB phosphorylation and cell cycle progression in *M-Smo/Eed*^*cKO*^ and *M-Smo* tumors. We injected EdU into 3–5 replicate mice of each genotype at either P12 or P18, then harvested tumors 1 h after EdU injection and quantified pRB and EdU uptake by flow cytometry.

P12 *M-Smo/Eed*^*cKO*^ tumors showed smaller fractions of pRB + cells compared to P12 *M-Smo* control tumors (Fig. 5F), indicating that fewer tumor cells were proliferative. Within the pRB + fractions of P12 *M-Smo/Eed*^*cKO*^ tumors, however, more cells were in S-phase compared to the pRB + fractions of P12 *M-Smo* tumors (Fig. 5G), indicating more rapid progression from G_1_. P12 *M-Smo/Eed*^*cKO*^ tumors thus contained smaller proliferative populations, consistent with smaller tumor size. However, the cells that were proliferating in P12 *M-Smo/Eed*^*cKO*^ medulloblastomas were cycling more rapidly, suggesting a transition to faster tumor growth.

Consistent with more rapid tumor growth after P12, by P18 *M-Smo/Eed*^*cKO*^ tumors no longer showed fewer pRB + cells (Fig. 5H). Moreover, pRB + cells in *M-Smo/Eed*^*cKO*^ tumors continued to show more rapid cycling, demonstrated by greater S-phase fractions, compared to pRB + cells from P18 *M-Smo* tumors (Fig. 5I). Supporting the more rapid S-phase progression in *M-Smo/Eed*^*cKO*^ tumors at both P12 and P18, pRB + cells from *M-Smo/Eed*^*cKO*^ tumors showed higher EdU median fluorescence intensity (MFI), indicating increased EdU uptake within the period of EdU exposure (Fig. 5J). The smaller pRB + population in *M-Smo/Eed*^*cKO*^ tumors at P12, the increased rate of proliferation within the pRB + population, and the similar pRB + population at P18 are all consistent with a biphasic effect of *Eed* deletion on tumor growth, in which tumors initially grew more slowly and then accelerated, producing shorter survival times.

### Up-regulation of PRC2 target genes without growth suppression in PRC2-mutant medulloblastomas

We investigated whether medulloblastomas with deletion of *Eed* or *Ezh2* up-regulated the same PRC2 targets that were up-regulated in *Eed*^*cKO*^ CGNPs. Both *M-Smo/Eed*^*cKO*^ and *M-Smo/Ezh2*^*cKO*^ medulloblastomas showed frequent CDKN2A+ cells which were not observed in *M-Smo* control tumors (Fig. 6A). CDKN2A suppressed RB phosphorylation less effectively in tumor cells than in CGNPs, as the pRB+ fractions of CDKN2A+ cells were significantly higher in *M-Smo/Eed*^*cKO*^ and *M-Smo/Ezh2*^*cKO*^ medulloblastomas compared to P7 *Eed*^*cKO*^ cerebella (Fig. 6B). Moreover, the pRB+ fraction of CDKN2A+ cells correlated with tumor growth; *M-Smo/Ezh2*^*cKO*^ tumors, which progressed faster than *M-Smo/Eed*^*cKO*^ tumors, showed higher pRB+ fractions of CDKN2A+ cells at P12. By P18, when proliferation accelerated in *M-Smo/Eed*^*cKO*^ tumors, the pRB+ fractions of CDKN2A+ cells was also increased, to become similar to the P12 *M-Smo/Ezh2*^*cKO*^ tumors. CDKN2A was thus up-regulated in both *Eed*-deleted and *Ezh2*-deleted medulloblastomas but did not restrict RB phosphorylation or tumor progression.

**Fig. 6:**
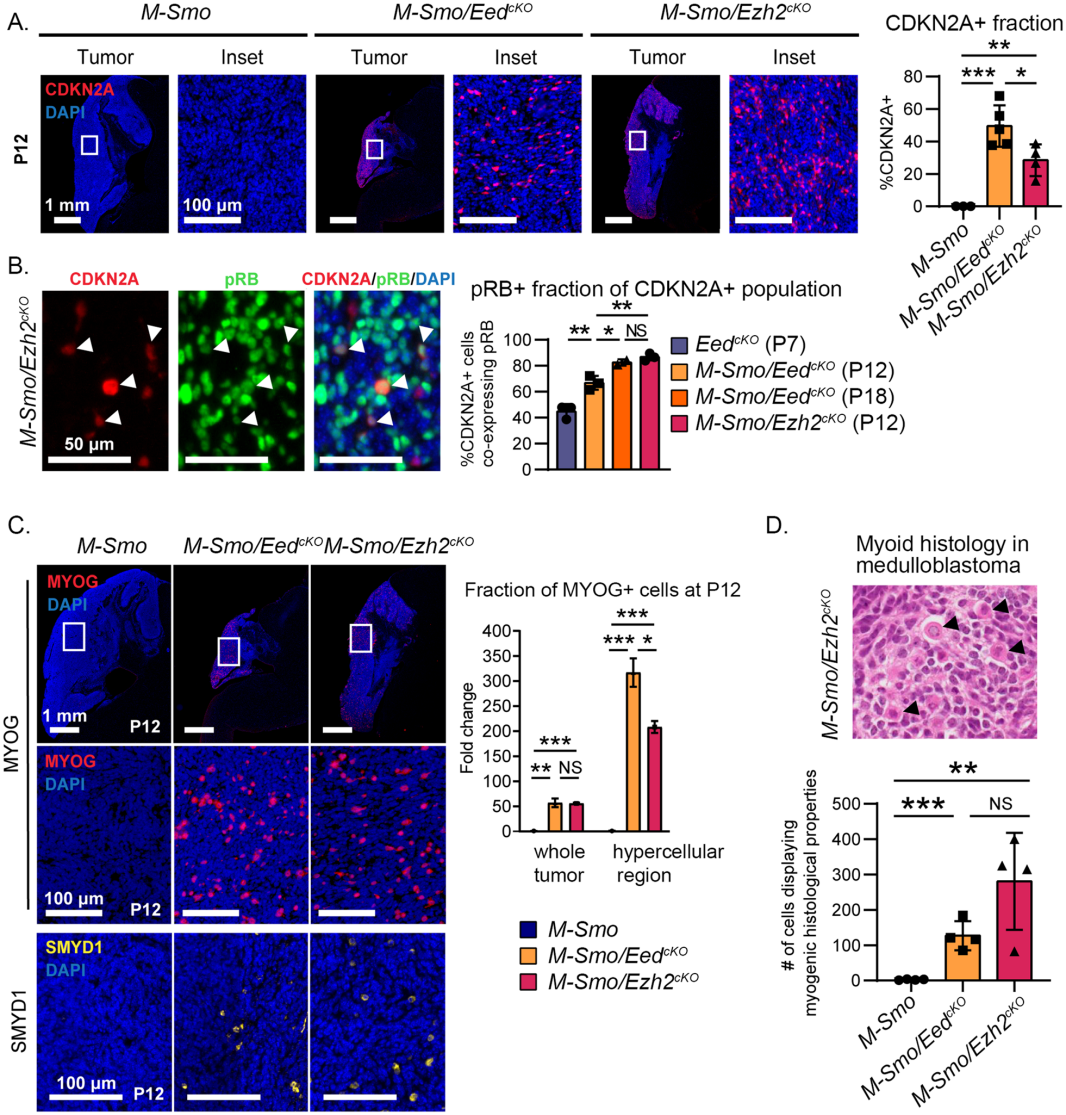
Up-regulation of PRC2 targets and myoid differentiation in both *Eed*-deleted and *Ezh2-*deleted SHH medulloblastomas. **A** Representative CDKN2A IHC in medulloblastomas of indicated genotypes, with quantification in replicate mice of each genotype. **B** Representative images of CDKN2A/pRB dual staining and quantification of pRB + fractions of CDKN2A-expressing cells in the indicated ages and genotypes. **C** Representative MYOG and SMYD1 IHC in medulloblastomas of indicated genotypes with quantification of MYOG + cells in replicate mice of each genotype. **D** Representative H&E-stained section from a medulloblastoma in a *M-Smo/Ezh2*^*cKO*^ mouse, with myoid cells (arrows), and quantification in replicate mice of the indicated genotypes. *, **, and *** denote *p* < 0.05, *p* < 0.01 and *p* < 0.001 respectively, relative to controls

Analysis of muscle markers MYOG and SMYD1 showed inappropriate myoid differentiation in *M-Smo/Eed*^*cKO*^ and *M-Smo/Ezh2*^*cKO*^ tumors (Fig. 6C), as seen in *Eed*^*cKO*^ cerebella. The expression of muscle genes in *M-Smo/Eed*^*cKO*^ and *M-Smo/Ezh2*^*cKO*^ medulloblastomas suggested similarity to the clinically observed medulloblastoma variant, medullomyoblastoma. To determine if the *M-Smo/Eed*^*cKO*^ and *M-Smo/Ezh2*^*cKO*^ tumors recapitulated medullomyoblastoma histopathology, we submitted H&E sections from replicate *M-Smo/Eed*^*cKO*^*, M-Smo/Ezh2*^*cKO*^, and *M-Smo* tumors to a blinded analysis. Two experienced pediatric neuropathologists counted myoid cells, defined by key morphologic changes (Fig. 6D), in replicate sections, while blinded to the genotype. The resulting quantifications of myoid cells correctly distinguished control tumors from tumors with either *Eed* or *Ezh2* deletion, which were not significantly different from each other (Fig. 6E). Deletion of either *Eed* or *Ezh2* was therefore sufficient to allow myoid differentiation, reproducing the molecular and histologic features of medullomyoblastoma.

## Discussion

Our data show that the PRC2 maintains neuronal fate commitment in cerebellar progenitors and in SHH medulloblastoma by preventing alternative, myoid differentiation. In the postnatal cerebellum, conditional deletion of PRC2 components *Ezh2* and *Eed* in the *Atoh1* lineage disrupted PRC2-mediated H3K27 trimethylation and caused a fraction of CGNPs to differentiate along a muscle cell trajectory. *Eed* deletion induced myoid differentiation in more cells than *Ezh2* deletion and markedly impaired cerebellar growth through a combination of decreased proliferation and increased apoptosis. In medulloblastomas, deletion of either *Eed* or *Ezh2* resulted in myoid differentiation, but neither deletion increased apoptosis or durably prevented tumor growth. Rather, deletion of either *Eed* or *Ezh2* accelerated tumor progression.

Single-cell transcriptomic analysis of postnatal cerebella showed that *Eed*-deleted CGNPs inappropriately expressed genes typically suppressed by the PRC2, including *Cdkn2a, Hoxa9*, and *Hoxa7*. Up-regulation of *Cdkn2a* may be sufficient to explain reduced CGNP proliferation, as seen in *Eed*-deleted hippocampal progenitors [11]. Up-regulation of specific BH3-only genes suggested that direct activation of BAX or BAK may mediate increased CGNP apoptosis. Co-deletion studies of *Eed* plus either *Trp53* or *Bax* AND *Bak* confirmed that increased apoptosis occurred by p53-independent activation of the intrinsic apoptosis pathway. The partial rescue of cerebellar growth in *Eed/Bax/Bak*^*tKO*^ mice demonstrates that inappropriate apoptosis contributed to growth failure and restricted the myoid population.

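Of the 1202 CGNP/CGN-like cells of the *Eed* cKO mice, 541 were named as differentiating: 200, 158 and 183 in mice 1, 2 and 3. Their larger cluster carried 7 markers of differentiating CGNPs and CGNs, and their smaller cluster 4. *Zic1* was at 1551 ± 126 CPM (SD, n = 3 mice) in differentiating and 592 ± 122 in proliferating cells (log2 fold change, proliferating over differentiating, -1.39, standard error 0.19, edgeR adjusted p = 2.8e-05). *Atoh1* was at 38.4 ± 8.02 in differentiating and 146 ± 34.4 in proliferating cells (log2 fold change 1.93, standard error 0.33, edgeR adjusted p = 2.3e-04). The number of differentiating cells depends on the clustering: their mean share of a mouse's cells was 12.3% ± 2.84 when no minimum of cells per gene was applied and 11.4% ± 0.500 with a minimum of 1000 molecules, and no cluster took that name at resolution 0.4.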

PRC2 function was not required for neural differentiation, as in *Eed*-deleted cerebella, most CGNPs were able to complete neural differentiation, achieving the neural fates of Clusters 4_1 and 8 in *Eed*^*cKO*^ mice. 

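In the *Eed* cKO mice, 30 *Hox* genes were among the genes held out of the clustering. All 11 that could be tested were higher in CGNP/CGN-like cells than in cells outside the *Atoh1* lineage, with log2 fold changes from 3.01 to 4.72 and a median of 4.04. In the comparison of proliferating with differentiating cells, 11 could also be tested, and all 11 were lower in proliferating cells, with log2 fold changes from -3.83 to -1.24. Among the *Hox* genes other than *Hoxa7* and *Hoxa9*, *Hoxc9* had the highest level in CGNP/CGN-like cells, with 270 ± 40.1 CPM (SD, n = 3 mice) in differentiating and 46.3 ± 17.8 in proliferating cells (log2 fold change -2.59, standard error 0.29, edgeR adjusted p = 3.2e-06). The log2 fold change in the same comparison was -2.33 for *Hoxb8*, -2.82 for *Hoxb7*, -3.19 for *Hoxa5* and -2.72 for *Hoxa10*. Each was lower in proliferating cells in 3 of 3 mice and past the threshold under all 14 alternatives.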

The inappropriate expression of *Hox* genes in these clusters did not prevent a recognizable CGN-like pattern of gene expression. In contrast, the myoid differentiation of Cluster 15 demonstrates that PRC2 disruption permitted new fate possibilities.

The specific diversion of CGNPs and medulloblastoma cells into myoid fates may be related to the normal expression of the MYOD1 transcription factor during postnatal development. MYOD1 is an early myogenic transcription factor that activates MYOG in developing muscle progenitors. Prior studies show that WT P7 cerebella and SHH medulloblastomas contain populations of cells that express MYOD1 without inducing MYOG or activating a myogenic program [3, 54]. 

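*Myod1*, on chromosome 7 from 46376474 to 46379099, was seen in 73 of the 2373 *Eed* cKO cells. Of these *Myod1*-positive cells, 8 of 16, 6 of 21 and 16 of 36 in mice 1, 2 and 3 also had a *Myog* UMI, a mean of 41.0% ± 11.1 (SD, n = 3 mice). Among *Myod1*-negative cells the share was 3.49% ± 1.28, and the difference was 37.5 ± 12.3 percentage points (two-sided exact permutation test, p = 0.25, the smallest p that 3 pairs allow). All 27 *Myod1*-positive cells of the myoid-like cluster had a *Myog* UMI. Of the 44 *Myod1*-positive cells among proliferating CGNP-like cells, 3 did, or 6.82% (exact binomial 95% interval 1.43% to 18.7%). *Myog* was seen in 1.94% of the *Myod1*-negative cells of that group (interval 1.01% to 3.37%), so the intervals overlap and no difference was detectable at this depth. In cells outside the *Atoh1* lineage, which should lack *Myog*, the pooled share was 1.28%. *Myod1*-positive cells were deeper, with a median of 1937 UMIs against 1017 in *Myod1*-negative cells. Outside the lineage, *Myod1* was seen in 0 of 935 cells, which allows a share of cells with a UMI of up to 0.321%.

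**Figure D3:**
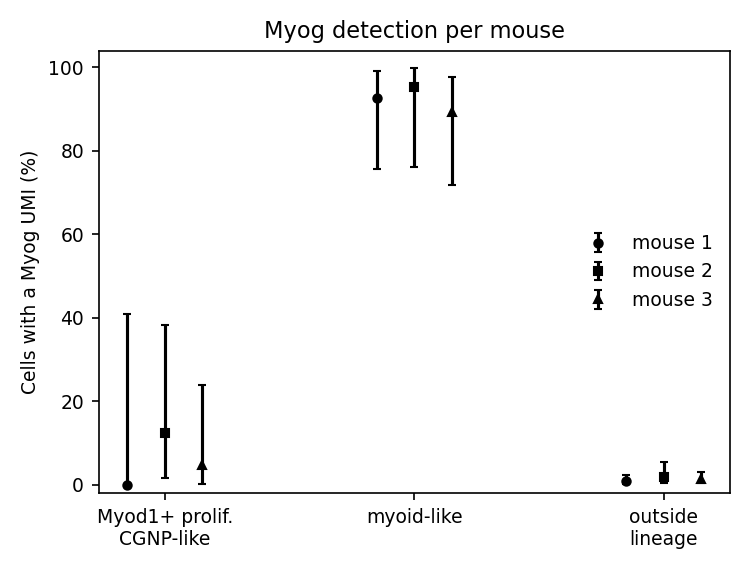
Share of cells with a *Myog* UMI, in percent, in *Myod1*-positive proliferating CGNP-like cells, myoid-like cells and cells outside the *Atoh1* lineage, per mouse (points) with exact binomial 95% intervals (lines). In the *Myod1*-positive proliferating CGNP-like cells the share was 0, 12.5% and 4.76% in mice 1, 2 and 3.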

In the *Eed*-deleted and *Ezh2*-deleted cerebella and medulloblastomas, however, *Myod1*+ cells also expressed *Myog* and adopted a myogenic trajectory. These data suggest that one function of the PRC2 in CGNPs is to suppress *Myog* and other myoid genes, allowing CGNPs to use the MYOD1 transcription factor to regulate neural development, without risk of inappropriate differentiation. We propose more generally that by suppressing inappropriate differentiation pathways, the PRC2 allows specifically neural functions of transcriptional regulators such as MYOD1, that have non-neural functions in other types of cells.

*Eed* deletion resulted in cerebellar hypoplasia that was not seen in *Ezh2*-deleted mice. The difference in phenotype may result from a more severe PRC2 disruption caused by loss of EED. In other cell types, EED protein is required for the stability of the other components of the PRC2 [30] and for PRC2 methyltransferase activity [55]. Consistent with these prior reports, we found that *Eed*^*cKO*^ CGNPs lacked both EED and EZH2 proteins, indicating destabilization of the entire PRC2. In contrast, EZH2 is not required for PRC2 stability and can be partially compensated by the homolog EZH1 in multiple cellular contexts [56, 57]. The PRC2 components that persist in *Ezh2*-deleted CGNPs, possibly with compensation from EZH1, may retain sufficient function to sustain cerebellar growth, and to suppress PRC2 target gene expression in most but not all CGNPs, resulting in fewer myoid cells in *Ezh2*^*cKO*^ cerebella compared to *Eed*^*cKO*^ cerebella. Different phenotypes were similarly noted when either *Eed* or *Ezh2* were deleted in intestinal epithelia [44]. Conditional deletion of *Eed* in the intestinal crypts decreased proliferation and caused hypoplasia, while *Ezh2* deletion did not cause an overt phenotype. The continued proliferation in *Ezh2*-deleted intestinal crypts suggests that EZH1 may compensate for EZH2 loss in these cells [44], and a similar mechanism may explain sustained proliferation of *Ezh2-*deleted CGNPs.

Alternatively, as a shared component of the PRC1 and PRC2 complexes, EED loss may more broadly affect chromatin repression [58]. Our finding that *Eed* deletion did not affect levels of H2AK119 monoubiquitylation suggests that PRC1 activity was not altered in *Eed*^*cKO*^ CGNPs or medulloblastomas. The overlapping patterns of differential gene expression in *Eed*^*cKO*^ and *Ezh2*^*cKO*^ cerebella show that suppression of myoid differentiation in CGNPs depends on PRC2 function. We cannot, however, exclude the possibility that the growth-suppressive effects of *Eed* deletion are mediated by functions of EED protein outside of the PRC2.

In SHH medulloblastomas, disrupting PRC2 activity through deletion of either *Eed* or *Ezh2* was sufficient to allow widespread expression of genes typically suppressed by the PRC2, including the CDKN2A tumor suppressor. Neither PRC2 disruption nor CDKN2A expression, however, was sufficient for sustained suppression of tumor growth. *Eed* deletion reduced the overall proliferation rate in each P12 *M-Smo/Eed*^*cKO*^ tumor, producing transient growth suppression. Over time, however, a fraction of *Eed*-deleted tumor cells that were rapidly proliferative increased, driving ultimately faster progression. The initial reduction in tumor growth in *M-Smo/Eed*^*cKO*^ tumors was consistent with previous studies that showed anti-tumor effects of PRC2 disruption using EZH2 inhibitor treatment in models SHH medulloblastoma [22, 59, 60]. However, the shorter survival times in *M-Smo/Eed*^*cKO*^ and *M-Smo/Ezh2*^*cKO*^ mice raise concern that PRC2 disruption may not produce durable anti-tumor effects.

Our genetic studies identify a role of PRC2 in regulating neural fate commitment of cerebellar progenitors and medulloblastoma cells, and implicate PRC2 disruption in the pathogenesis of medullomyoblastoma, a subtype of medulloblastomas characterized by myogenic differentiation of tumor cells [61, 62]. Our data also caution that pharmacologically inhibiting PRC2 function in medulloblastoma may hasten, rather than slow, tumor growth.

## Methods and materials

### Mice

We generated *Ezh2*^*cKO*^ mice by breeding *Math1-Cre* mice (Jackson Labs Stock #011104), which express Cre recombinase in CGNPs, with *Ezh2*^*LoxP/LoxP*^ (Jackson Labs Stock #022616). We generated *Eed*^*cKO*^ mice by breeding *Math1-Cre* mice with *Eed*^*LoxP/LoxP*^ mice (generously donated by Dr. Terry Magnuson). To generate *Eed/Tp53*^*dKO*^ mice, we interbred *Math1-Cre/Eed*^*LoxP/LoxP*^ and *Trp53*^*LoxP/LoxP*^ mice (Jackson Labs stock # 008462). To generate *Eed/Bax/Bak*^*tKO*^ mice, we interbred *Math1-Cre/Eed*^*LoxP/LoxP*^ and *Bax*^*LoxP/LoxP*^*/Bak*^*−/−*^ mice (Jackson Labs stock # 006329).

To generate *M-Smo* mice, we crossed *Math1-Cre* mice with *SmoM2* mice (Jackson Labs stock #005131) that harbor a Cre-conditional transgene comprising of an oncogenic allele of *Smo*, fused to the YFP coding sequence. We then crossed *Math1-Cre/Ezh2*^*LoxP/LoxP*^ and *Ezh2*^*LoxP/LoxP*^*/SmoM2*^*LoxP/LoxP*^ mice to produce *M-Smo/Ezh2*^*cKO*^ mice and *Math1-Cre/Eed*^*LoxP/LoxP*^ and *Eed*^*LoxP/LoxP*^*/SmoM2*^*LoxP/LoxP*^ mice to produce *M-Smo/Eed*^*cKO*^ mice.

All mice were of species *Mus musculus* and crossed into the C57BL/6 background through at least five generations.

### Histology and immunohistochemistry

Mouse brains were processed, immunostained, and quantified as previously described [67–69]. In brief, mice were placed under isoflurane anesthesia and decapitated. Harvested brains were fixed by immersion in 4% formaldehyde for 24 h and then transferred to a graded ethanol series and embedded in paraffin and sectioned along the sagittal midline. Samples were stained and imaged using an Aperio Scanscope and quantified via automated cell counting using Tissue Studio (Definiens).

Primary antibodies used were: H3K27me3 diluted 1:200 (Cell Signaling, #9733), pRB diluted 1:3000 (Cell Signaling, #8516), cC3 diluted 1:400 (Biocare Medical, #CP229C), NeuN diluted 1:10,000 (Millipore, MAB377), Myogenin (MYOG) diluted 1:500 (Abcam, ab124800), SMYD1 diluted 1:100 (ThermoFisher, PA5-84544), and CDKN2A diluted 1:500 (Abcam, ab241543). Stained images were counterstained with DAPI.

### Western blot

Whole cerebella or tumors were harvested and homogenized in an SDS lysis buffer, which included SDS Solution (20%) (ThermoFisher 151-21-3), UltraPure™ 1 M Tris-HCI Buffer, pH 7.5 (ThermoFisher 15567027), UltraPure™ 0.5 M EDTA, pH 8.0 (ThermoFisher 15575038), Phenylmethanesulfonyl fluoride (≥ 98.5%; powder) (Millipore Sigma 329-98-6), Isopropyl alcohol (Mallinckrodt 3037), and purified water. Equal total protein concentrations were loaded from each sample and run on SDS-polyacrylamide gels (BioRad, #4561105, #4568094), transferred onto polyvinylidene difluoride membranes, and membranes blotted using a SNAP i.d. 2.0 Protein Detection System (Millipore). The following antibodies were used: H3K27me3 (Cell Signaling, #9733; 1:500 dilution), H3K4me3 (Cell Signaling, #9751; 1:500 dilution), H2AK119ub (Cell Signaling, #8240; 1:500 dilution), H3K27Ac (Cell Signaling, #8173; 1:500 dilution), NeuN (Millipore, MAB377; 1:500 dilution), β-actin (Cell Signaling, #3700; 1:5000 dilution), Anti-rabbit IgG, HRP-linked antibody (Cell Signaling, #7074; 1.5:1000 dilution), and Anti-mouse IgG, HRP-linked antibody (Cell Signaling, #7076; 1.5:1000 dilution). Membranes were imaged using a chemiluminescent SuperSignal West Femto Maximum Sensitivity Substrate (34095, Thermo Fisher Scientific) and the C-DiGit blot scanner (LI-COR Biosciences). Blots were then quantified using Image Studio Lite software (LI-COR).

### Flow cytometry: cell cycle analysis

P12 and P18 *M-Smo* and *M-Smo/Eed*^*cKO*^ mice were injected with Edu 1 h prior to harvest. Mice were anesthetized with isoflurane and decapitated. Tumors samples were dissociated using the Cell Dissociation Kit (Worthington Biochemical Corporation, #LK003150), which included dissociation with papain at 37 °C for 15 min, and isolation using an ovomucoid inhibitor density gradient. Tumor cells were then treated with the Fixation and Permeabilization Kit (Life Technologies, #GAS004), and stained using the following antibodies: 647-conjugated pRB diluted 1:50 (Cell Signaling, #8974) and FxCycle Violet at 1:100 (Life Technologies, #F10347). Edu was detected using a Click-iT EdU Alexa Fluor 488 Imaging Kit (catalogue number C10337; Life Sciences). Samples were run on an LSRFortessa (BD Biosciences) at the UNC Flow Cytometry Core. Data was analyzed using Flow Jo v10.

### Single cell sequencing (scRNA-seq): sample collection

Brains were harvested and cut along the sagittal midline. One half of the cerebellum from each mouse was dissociated and processed for scRNA-seq, and the other half of the brain was fixed, sectioned, and analyzed to confirm phenotype. Half cerebella were processed using the Cell Dissociation Kit (Worthington Biochemical Corporation, #LK003150), in which samples were treated with papain at 37 °C for 15 min and then separated by centrifugation of an ovomucoid inhibitor density gradient. Cells were then subjected to bead pairing by microfluidics, cDNA synthesis, and library construction using the Drop-seq V3 method [66] as in our prior studies [70–73].

### scRNA-seq: processing data

Data analysis was performed using the Seurat R package version 3.1.1 [74]. Data were subjected to several filtering steps. Genes detected in > 30 cells were filtered out, to prevent misaligned reads appearing as rare transcripts in the data. Putative cells with fewer than 500 detected RNA molecules (nCount) or 200 different genes (nFeature) were considered to have too little information to be useful, and potentially to contain mostly ambient mRNA reads. Putative cells with greater than 4 standard deviations above the median nCount or nFeature were suspected to be doublets, improperly merged barcodes, or sequencing artifacts, and were excluded. As in our previously published work, putative cells with more than 10% mitochondrial transcripts were suspected to be dying cells and also excluded [70].

In total, 86% of putative cells from WT mice and 74% of putative cells from *Eed*^*cKO*^ mice met QC criteria and were included in the analysis. From the 5 WT mice, we included a total of 6558 cells with a range of 673–1852 cells per animal and a median of 1138 cells. 

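With the paper's filters, 65.5%, 58.4% and 79.4% of the barcodes of *Eed* cKO mice 1, 2 and 3 were kept, 68.2% over all 3481. Of the barcodes, 462, 375 and 219 held fewer than 500 UMIs, 27, 12 and 17 had more than 10% mitochondrial transcripts, and 16, 9 and 10 lay above the upper limits. The median number of cells per mouse was 908. The alternatives to these filters gave between 1236 cells, with at least 1000 RNA molecules, and 2408 cells, with no upper limit.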

From the 3 *Eed*^*cKO*^ mice, we included a total of 2576 cells, with a range of 692–1036 cells per animal and a median of 847 cells.

### scRNA-seq: data normalization, clustering, differential gene expression, and cell type identification

The data was normalized using the SCTransform method as implemented in Seurat. The function then selected the top 3000 most highly variable genes. PCA was performed on the subset of highly variable genes using the RunPCA function. We used 15 PCs in downstream analysis, based on examining the elbow in the elbow plot as implemented by Seurat. We identified cell clusters using the FindNeighbors and FindClusters functions.

To identify differential genes between clusters of cells, we used the Wilcoxon rank sum test to compare gene expression of cells within the cluster of interest to all cells outside that cluster, implemented by the FindMarkers function. Uniform Manifold Approximation and Projection (UMAP) was used to reduce the PCs to two dimensions for data visualization using the RunUMAP function. For re-iterated analysis of the Clusters 4 and 6, the same procedures were used. We then determined the type of cell within each cluster by analyzing cluster-specific gene expression patterns.

### Pathology scoring

Sagittal H&E sections of P12 *M-Smo*, *M-Smo/Eed*^*cKO*^, and *M-Smo/Ezh2*^*cKO*^ mouse brains were analyzed by neuropathologists (MS and JV) while blinded to the genotype, and the number of myoid cells per sample were manually counted.

### Survival curves

Tumor-bearing mice were monitored daily and harvested according to a pre-determined humane endpoint, which included a decrease of weight > 10% overnight, a hunched posture, decreased mobility or inability to eat, and ataxia.

### Statistical analyses

Two-tailed Student’s t-tests were used to compare IHC and western blot quantifications between *Ezh2*^*cKO*^ and *Eed*^*cKO*^ genotypes. One-tailed Student’s *t*-tests were used to compare these genotypes versus controls for markers that were absent in controls. The Barnard’s exact test was used to make comparisons between categorical variables in comparisons of markers that were determined to be present or absent in individual replicates. Survival curves were compared using the Log-rank (Mantel-Cox) test. Dirichelet regression analysis was performed in R using the DirchletReg 0.7-1 package [63].

## Supplementary Information

**Additional file 1: Figure S1**. Initial uniform manifold approximation and projection (UMAP) qualitative map of cells dissociated from harvested cerebella from 5 WT and 3 *Eed*^*cKO*^ mice. Cells were subdivided into 20 color-coded clusters. **Figure S2** Disabling apoptosis increased the myoid population. Representative images of MYOG IHC in cerebella of indicated genotypes show that a population of myoid cells persisted in *Eed*^*cKO*^ cerebella at P21, and that the myoid population increased when apoptosis was blocked by deletion of both *Bax* AND *Bak*. The increased myoid cells in *Eed/Bax/Bak*^*tKO*^ cerebella indicates that apoptosis decreases the myoid population in *Eed*^*cKO*^ cerebella

**Additional file 2**. Cluster-specific sets of differentially expressed genes, with statistical analyses.

## Data Availability

The scRNA-seq data are publicly available in the GEO database under accession number GSE129730 for controls and GSE207451 for *Eed*^*cKO*^ cerebella.

# Supplementary material for: PRC2 disruption in cerebellar progenitors produces cerebellar hypoplasia and aberrant myoid differentiation without blocking medulloblastoma growth
**Source:** Acta Neuropathol Commun. 2023 Jan 12;11:8. doi: 10.1186/s40478-023-01508-x
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Initial uniform manifold approximation and projection (UMAP) qualitative map of cells dissociated from harvested cerebella from 5 WT and 3 EedcKO mice. Cells were subdivided into 20 color-coded clusters. Figure S2 Disabling apoptosis increased the myoid population. Representative images of MYOG IHC in cerebella of indicated genotypes show that a population of myoid cells persisted in EedcKO cerebella at P21, and that the myoid population increased when apoptosis was blocked by deletion of both Bax AND Bak. The increased myoid cells in Eed/Bax/BaktKO cerebella indicates that apoptosis decreases the myoid population in EedcKO cerebella

**Supplementary Figures**

**
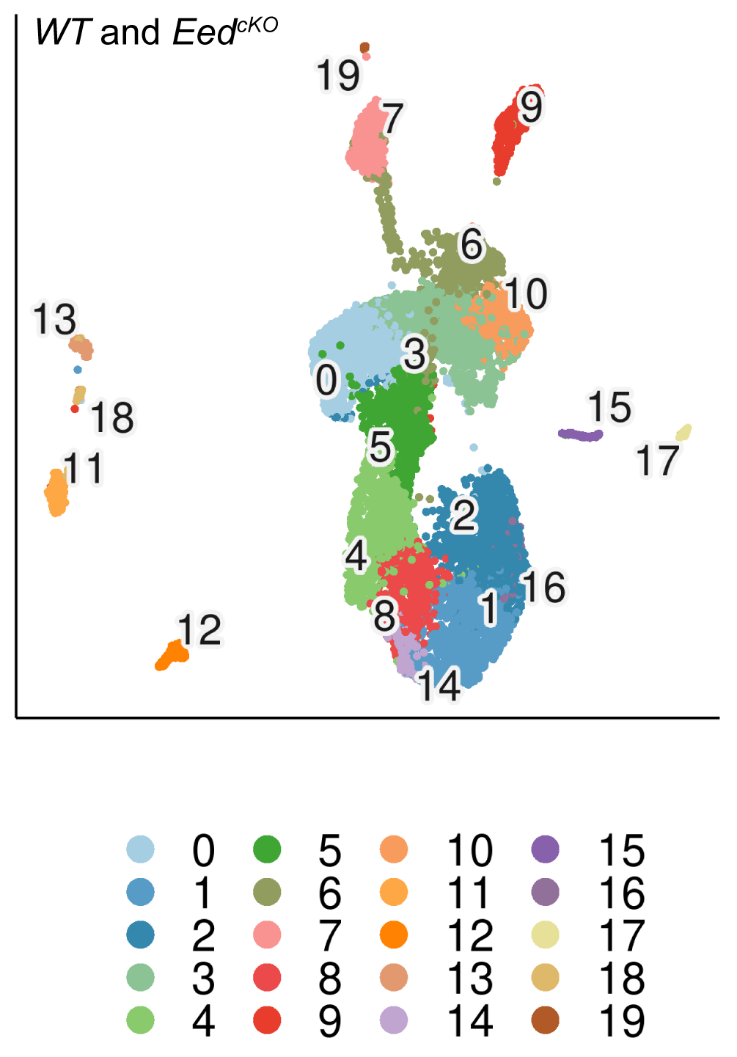
**

**Supplementary Figure 1.** Initial uniform manifold approximation and projection (UMAP) qualitative map of cells dissociated from harvested cerebella from 5 WT and 3 *Eed^cKO^* mice. Cells were subdivided into 20 color-coded clusters.

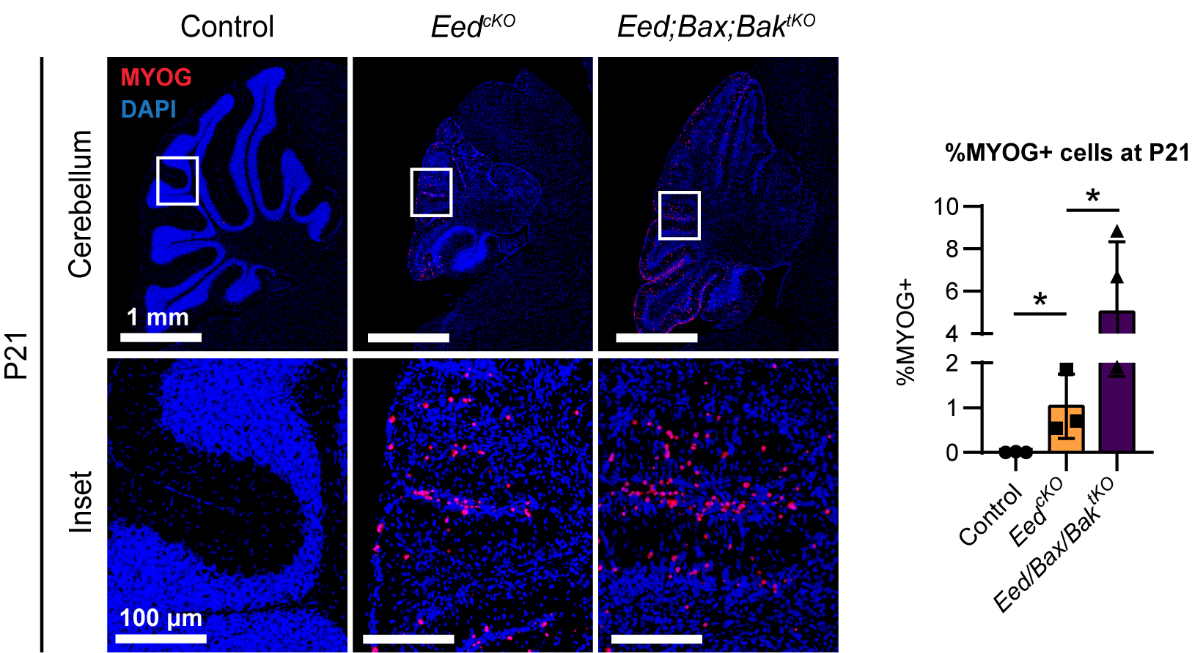

**Supplemental Fig. 2: Disabling apoptosis increased the myoid population.** Representative images of MYOG IHC in cerebella of indicated genotypes show that a population of myoid cells persisted in *Eed^cKO^* cerebella at P21, and that the myoid population increased when apoptosis was blocked by deletion of both *Bax* AND *Bak*. The increased myoid cells in *Eed/Bax/Bak^tKO^* cerebella indicates that apoptosis decreases the myoid population in *Eed^cKO^* cerebella.

How the deposited data were processed for this re-analysis (not part of the article)

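Drop-seq libraries were made from the cerebella of 3 *Eed* cKO mice at P7, 1 mouse per library. As deposited by the authors, the values are raw UMI counts per gene and cell barcode, made by the authors from Drop-seq reads and given without normalization. The paper's text does not name the aligner or the genome build. They hold 3693051 UMIs in 3481 barcodes, from 219 to 21692 per barcode. The cells that passed the filters hold 3081202 UMIs, with a median of 1032 per cell. All 3 tables list the same 16181 genes, each seen in at least 3 barcodes over the 3 mice, so a filter on genes had been applied across the mice before deposit. They still hold barcodes with fewer than 500 UMIs or more than 10% mitochondrial transcripts, so the paper's filters on cells had not been applied to them. The WT, *Ezh2* cKO and tumor samples of the paper were not analysed here. With 1 condition, no comparison of genotypes was made.

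Cells were filtered as the methods state, with the median and SD taken per mouse. The methods word the gene filter as removing genes detected in more than 30 cells, which was read here as keeping genes detected in at least 30. This filter applied to the clustering only, and sums of UMIs used all genes. Clustering used Seurat 5.3.0 in R 4.3.3 with sctransform 0.4.2 in its first version's settings, the 3000 most variable genes after leaving out 91 held-out genes, which are the genes to be reported, 15 principal components and Louvain clusters at resolution 0.8. The paper used an earlier version of Seurat. It clustered WT and *Eed* cKO cells together, so its clusters and these are not the same sets of cells.

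Marker lists for 15 cell types, the genes to be reported, the comparisons, their tests and the alternatives were fixed before the data were examined. The rules for naming a cluster were set after the clusters were seen. A cluster needed at least 3 markers of a type, more than of any other type, each seen in at least 10% of its cells and at 2 times the level of the other cells after adding 20 CPM to both, and no other type could hold more of the cluster's 10 strongest genes, except between proliferating and differentiating CGNPs. The genes named in the text are the held-out genes that the paper names, and the 5 further *Hox* genes with the highest CPM in CGNP/CGN-like cells. Genes outside this rule are marked where they are named. The held-out genes belong to lists of myogenic genes, CDK inhibitors, *Hox* genes, BH3-only genes, PRC2 genes, p53 targets, genes of cerebellar origin and genes that lead the paper's tables of cluster markers.

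For each of 4 comparisons of cell groups, UMIs were summed per mouse and group and tested with edgeR 4.0.16 (TMM normalization, filterByExpr, quasi-likelihood test, Benjamini-Hochberg adjustment over all genes tested and, where the text says over the list alone, over the held-out genes tested). Myoid-like cells were compared with all other cells over 5846 genes, CGNP/CGN-like cells with cells outside the *Atoh1* lineage over 7619, myoid-like cells with cells outside the lineage over 2784, and proliferating with differentiating CGNP/CGN-like cells over 5072. Cells outside the lineage were those named as interneuron, interneuron progenitor, astrocyte, oligodendrocyte, vascular fibroblast, myeloid, endothelial or pericyte. Both sums of a mouse come from the same library. To check this pairing, the deviations of log2 CPM of the sums from their group means were correlated across genes between the sums of each mouse. These correlations, across genes that are not independent replicates, were 0.116, 0.0960 and 0.213 in mice 1, 2 and 3 for myoid-like against all other cells, and 0.258, 0.179 and 0.369 for CGNP/CGN-like cells against cells outside the lineage. They were 0.139, 0.0930 and 0.276 for myoid-like cells against cells outside the lineage, and 0.252, 0.192 and 0.311 for proliferating against differentiating cells. A fit with mice as blocks was run as an alternative. Standard errors are the log2 fold change divided by the square root of the test's F.

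The test was checked on simulated data, with negative binomial counts drawn at the levels and dispersions of the real sums and changes of 2 or 4 times given to 200 genes. It recovered 37.0% of them for myoid-like against all other cells, with 1.33% of its calls false, and 64.5% for CGNP/CGN-like cells against cells outside the lineage, with 11.0% false. The values were 49.5% and 6.60% for myoid-like cells against cells outside the lineage, and 74.0% and 3.90% for proliferating against differentiating cells. Of the genes changed by 4 times that passed the filter on low counts, 69.1%, 98.9%, 88.8% and 97.7% were recovered in these comparisons.

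Shares of cells were computed per mouse with exact binomial (Clopper-Pearson) 95% intervals and averaged over mice. Where no cell of a group had a UMI, the limit given is 3 cells of the group. Shares of cells with a UMI were also computed with each cell thinned at random to 500 UMIs. Scrublet, through scanpy 1.11.5, called 4, 7 and 3 cells of mice 1, 2 and 3 as doublets, or 0.436%, 1.28% and 0.330%. Coordinates are from GENCODE mouse release M21 on GRCm38, matched by symbol. Analyses outside R used Python 3.11.15, numpy 2.4.6 and scipy 1.17.1. The alternatives were a minimum of 1000 molecules per cell, no mitochondrial limit, a mitochondrial limit over protein-coding genes only, an upper limit over pooled mice, no upper limit, no minimum of cells per gene, removal of doublets, the held-out genes left among the clustering genes, log-normalization, resolutions of 0.4 and 1.2, DESeq2 1.42.0 with its size factors, no filter on low counts, mice as blocks, non-neural cells as the reference, and each mouse left out in turn.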

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

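The test of free RNA in this part was chosen after the levels of these genes were seen, and the splits of the sums were counted after the comparison had been made.

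*Hox* genes that the paper's text does not name were seen in CGNP/CGN-like cells above their level in cells outside the *Atoh1* lineage, which kept *Eed*. The log2 fold change was 3.56 for *Hoxc9* (132 ± 33.4 CPM against 14.6 ± 10.5), 4.67 for *Hoxb8* (120 ± 10.9 against 6.80 ± 5.91) and 4.25 for *Hoxb7* (103.8 ± 21.7 against 5.22 ± 2.08). It was 4.20 for *Hoxa5* (85.1 ± 15.8 against 4.70 ± 1.89) and 3.83 for *Hoxa10* (80.2 ± 24.2 against 6.48 ± 4.86; SD, n = 3 mice). Each gene was higher in 3 of 3 mice, with edgeR adjusted p from 2.5e-06 to 8.8e-05, and each stayed past the threshold under the 16 alternatives run for this comparison. Over these, the log2 fold change ran from 2.38 to 4.36 for *Hoxc9*, 3.83 to 5.60 for *Hoxb8*, 3.14 to 4.57 for *Hoxb7* and 2.72 to 5.31 for *Hoxa10*, which was at 2.72 without mouse 3 and 5.05 without mouse 1. For *Hoxa5* it ran from 3.27 to 4.55, apart from non-neural cells as the reference, in which *Hoxa5* had 0 UMIs. With each cell thinned to 500 UMIs, the share of cells with a UMI was at least 6.50 times higher in CGNP/CGN-like cells, the smallest ratio being that of *Hoxa10*, so the difference in depth between the groups does not account for it. These genes were picked for their level in CGNP/CGN-like cells, and the ratio restates the difference from the cells outside the lineage, so it is no separate test of free RNA, and how much free RNA adds to these levels stays open.

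What stays open is the assignment of reads where annotated genes overlap, such as *Hoxa5* with *Hoxa3* and *Hoxc9* with *Hoxc5*, since the authors' counting is not described at that level, and it was not tested. Of the 10 splits of the 6 sums into groups of 3, only 1, the real split, gave as many held-out genes past the threshold. With 10 splits this count cannot exclude chance at 0.05, whatever the values; the other splits gave 0 genes with edgeR, and up to 4 at an unadjusted p under 0.05, against 20 and 27. The groups differ in cell type as well as in the deletion of *Eed*, so these explanations cannot be told apart within the mutant, and no biological explanation was tested.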

How the results depend on the processing

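All alternatives in this part were chosen before any value was seen, while the minimums used to name clusters were not. Of 298 values of cell numbers, shares and counts of genes under the alternatives, 266 stayed within the spread of the mice or within 1.5 times the reported count. For the named genes, resolution 1.2 and leaving the held-out genes among the clustering genes kept the direction and the side of the threshold of all 72 log2 fold changes. DESeq2 changed the side of the threshold for 2 of 72 and no direction. The share of myoid-like cells moved by less than the spread of the mice under every alternative run. *Myog*, *Cdkn1a* and *Cdkn1c* in myoid-like against all other cells, and *Cdkn2a*, *Hoxa7* and *Hoxa9* in CGNP/CGN-like cells against cells outside the *Atoh1* lineage, kept their direction and stayed past the threshold under the 15 and 16 alternatives run for these comparisons, with log2 fold changes from 6.41 to 7.91, 4.12 to 4.61, 5.21 to 5.65, 3.62 to 4.63, 2.35 to 3.63 and 3.03 to 4.22.

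With a minimum of 1000 molecules, 1236 cells remained. The shares were then 42.5% proliferating CGNP-like, 11.4% differentiating CGNP/CGN-like, 3.55% interneuron progenitor-like, 0% vascular fibroblast-like, 1.36% myeloid-like, 3.25% endothelial-like, 0% pericyte-like and 12.8% unnamed cells, and fewer cells and UMIs were left for the tests. Held-out genes lower in myoid-like than in all other cells fell to 5, those lower in CGNP/CGN-like cells than outside the lineage to 0, and those lower in proliferating than in differentiating cells to 9. With no minimum of cells per gene, 12.3% of cells were differentiating CGNP/CGN-like and 13.9% unnamed. At resolution 0.4, no cluster was named as differentiating (0%), 37.4% of cells were CGNP/CGN-like and 21.4% unnamed, and 1 held-out gene was lower in CGNP/CGN-like cells than outside the lineage. The comparison of proliferating with differentiating cells was therefore not run at resolution 0.4. Genes were not compared with no upper limit or with the mitochondrial limit over protein-coding genes only, which were planned for cell numbers and, for the former, shares. Pericyte-like cells made up 1.09% with no mitochondrial limit and with the upper limit over pooled mice, and 1.096% with the held-out genes among the clustering genes and with log-normalization, a move beyond their small spread. The cause of these moves was not tested.

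With no low-count filter, which tests more genes, 40 held-out genes were higher in CGNP/CGN-like cells than outside the lineage, among them all 18 of the reported fit, and 25 were lower in proliferating than in differentiating cells, which include 13 of the 14 of the reported fit. With mice as a replicate block, 32 were higher in CGNP/CGN-like cells than outside the lineage, among them the same 18. The block took *Ezh2* (0.45, edgeR adjusted p = 0.010), *Zic1* (0.36, edgeR adjusted p = 0.0066), *Cdkn1b* (0.59, edgeR adjusted p = 0.0022), *Suz12* (0.51, edgeR adjusted p = 0.039), *Rbbp4* (0.36, edgeR adjusted p = 0.043) and 9 genes of the paper's cluster tables past the threshold in that comparison. With the block, 22 genes were higher and 8 lower in myoid-like than in all other cells, in place of 20 and 9, *Hoxa7* being no longer past the threshold (-1.33, edgeR adjusted p = 0.070). In myoid-like cells against cells outside the lineage 23 were higher and 5 lower, in place of 21 and 4, and in proliferating against differentiating cells 17 were higher and 15 lower, in place of 12 and 14. *Ezh2* also passed at resolution 0.4 (0.60, edgeR adjusted p = 0.038) and against non-neural cells (1.04, edgeR adjusted p = 8.3e-04), with adjusted p up to 0.55 over the alternatives, and *Zic1* against non-neural cells (1.59, edgeR adjusted p = 9.8e-06), with adjusted p up to 0.70.

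Without 1 mouse at a time, and so with fewer samples, the held-out genes lower in myoid-like than in all other cells numbered from 4 to 7, those lower in CGNP/CGN-like cells than outside the lineage from 0 to 2, those lower in myoid-like cells than outside the lineage 2 throughout, and those higher in proliferating than in differentiating cells from 7 to 12. In CGNP/CGN-like cells, *Eed* did not pass the threshold without mouse 1 (-1.59) or 2 (-1.10), *Hrk* did not without mouse 1 (2.12) or 2 (1.60) and was not tested without mouse 3, and *Pmaip1* did not without mouse 1 (1.93) and was not tested without mouse 3. *Cdkn2a* in proliferating over differentiating cells did not without mouse 1 (0.83) or 2 (0.57). *Eed* was also not past it with a minimum of 1000 molecules (-1.02, edgeR adjusted p = 0.22) or at resolution 0.4 (-1.05, edgeR adjusted p = 0.063), *Pmaip1* not with DESeq2 (1.90, adjusted p = 0.080) or against non-neural cells (1.65, edgeR adjusted p = 0.071), and *Cdkn2a* not with a minimum of 1000 molecules (0.73, edgeR adjusted p = 0.082) or DESeq2 (0.75, adjusted p = 0.059). Their adjusted p ranged from 0.0039 to 0.22 for *Eed*, 0.0057 to 0.17 for *Pmaip1*, 0.0026 to 0.12 for *Hrk* and 3.0e-04 to 0.15 for *Cdkn2a*.

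Genes not past the threshold reversed under some alternatives. *Ei24* in myoid-like cells was at -0.070 with the upper limit over pooled mice, -0.067 with no minimum of cells per gene and -0.054 with no low-count filter. In CGNP/CGN-like cells over cells outside the lineage, *Cdkn1c* was at 0.51 with a minimum of 1000 molecules, 0.10 with no minimum of cells per gene and 0.085 with log-normalization; *Bad* at -0.068 with a minimum of 1000 molecules and at -0.0043 and -0.0041 with the upper limit over pooled mice and with doublets removed; *Bbc3* at -0.019 with no mitochondrial limit, -0.014 with doublets removed and -0.010 with log-normalization; and *Zic1* at -0.14 at resolution 0.4. In proliferating over differentiating cells, *Bad* was at 0.084 with no mitochondrial limit, 0.12 with log-normalization and 0.01 with no low-count filter, and *Bcl2l11* at -0.026 with the replicate block. At resolution 0.4 the CGNP/CGN-like group held 847 cells, with 0 named as differentiating, against 1202 cells in the reported clustering. *Zic1*, like every gene at that resolution, was thus compared between other sets of cells. The cause of the reversals was not otherwise tested. Without 1 mouse at a time, the values ran from -0.44 to 0.39 for *Ei24*, -0.34 to 0.10 for *Cdkn1c* and, without mouse 2 or 3, -0.43 to -0.020 for *Bbc3*, which was not tested without mouse 1, and in proliferating over differentiating cells from -0.16 to 0.20 for *Bad* and, without mouse 1 or 2, -0.21 to -0.19 for *Bcl2l11*, which was not tested without mouse 3.

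Depth limits what can be said of the myoid-like cells: their 143181 UMIs over 3 mice put 3 UMIs at 21.0 CPM, above the level of *Hoxa9* in them, 20.5 ± 18.7 CPM. Thinning to 500 UMIs lowered shares of cells with a UMI, such as that of *Hoxa7* in CGNP/CGN-like cells from 19.0% to 10.5%.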

Differences from the paper's values

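No test in this part was chosen after its result was seen, apart from the minimums used to name clusters. None of the values that the paper gives for the *Eed* cKO cells, and that were also computed here, differed by more than 1.5 times from the value found. Among these values, the shares of cells were read from the paper's figure, not from its text. The paper gives 2377 cells in its results and 2576 in its methods, and 2373 passed here. The filter alternatives gave at most 2408 cells, so the count in its methods was not reached. It also states that 74% of putative cells were kept, with 692 to 1036 per animal, against 68.2% and 547 to 918 here.

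The paper states that only Cluster 15 cells showed *Cdkn1a* and *Cdkn1c*. Here a *Cdkn1a* UMI was also seen in 19.7% ± 8.48 (SD, n = 3 mice) of proliferating CGNP-like cells, against 5.304% ± 0.964 outside the *Atoh1* lineage, and *Cdkn1a* was higher in CGNP/CGN-like cells than outside the lineage under all 16 alternatives (log2 fold change 1.51, range 0.93 to 1.83). A *Cdkn1c* UMI was seen in 18.0% ± 4.85 of CGNP/CGN-like cells and 15.9% ± 0.726 of cells outside the lineage, with no difference past the threshold.

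In the discussion, the paper states that *Myod1*-positive cells of *Eed*-deleted cerebella also expressed *Myog*. Here 30 of 73 *Myod1*-positive cells had a *Myog* UMI, all 27 of those in the myoid-like cluster and 3 of 44 among proliferating CGNP-like cells. A cell of this depth can lack a UMI of a gene that it expresses.

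The paper includes Cluster 15 among the cells that expressed *Cdkn2a*, *Hoxa9* and *Hoxa7*. Here *Hoxa9* and *Hoxa7* were lower in myoid-like cells than in all other cells (log2 fold changes of -1.997 and -1.35, edgeR adjusted p = 0.020 and 0.049), although *Hoxa7* did not pass the threshold with mice as blocks (edgeR adjusted p = 0.070) or without mouse 1, 2 or 3, nor *Hoxa9* without mouse 2 or 3, and without the filter on low counts neither was higher than outside the lineage past the threshold (1.01 and 1.19, edgeR adjusted p = 0.68 and 0.42; *Hoxa7* was higher in 3 of 3 mice and *Hoxa9* in 2 of 3), while *Cdkn2a* was (2.41, edgeR adjusted p = 0.017). The paper reports ependymal cells and Purkinje cells, in clusters that also held WT cells. Here no cluster was named as ependymal under any of the clustering alternatives, and a cluster was named as Purkinje cells only with no upper limit on molecules and genes. With the paper's filters, the cluster of 160 cells left unnamed carried 3 markers of Purkinje cells, with *Pcp4*, *Calb1* and *Pcp2* among its strongest genes, so such cells may be in it, while 5 markers of differentiating CGNPs and CGNs kept it from that name.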

Other observations

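Among the tests in this part, those of depth, of free RNA for *Pmaip1*, of free RNA for *Myod1* and the splits of the sums were chosen after the results were seen, and *Hoxd3* and *Hoxd9* were named after their values were seen.

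The numbers of held-out genes past the threshold were set against the 10 splits of the 6 sums into groups of 3. For myoid-like against all other cells, CGNP/CGN-like cells against cells outside the *Atoh1* lineage, myoid-like cells against cells outside the lineage, and proliferating against differentiating cells, the real splits gave 29, 20, 25 and 26 genes, and only 1 split, the real one, gave as many in each comparison. Among the 4 splits that part the sums of all 3 mice, it was also only the real one. With 10 splits this count cannot exclude chance at 0.05, whatever the values. The other splits gave 0 genes with edgeR, and at most 5, 4, 2 and 3 at an unadjusted p under 0.05, against 32, 27, 27 and 30 for the real splits.

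For *Hoxa7*, *Hoxa9* and *Cdkn2a* in CGNP/CGN-like cells, free RNA or doublets spread over all cell groups would give alike shares at equal depth. The thinned share was at least 19.9 times higher than in cells outside the lineage, although few cells outside it had a UMI after thinning. With all UMIs, *Hoxa7*, the least different of the 3 genes, was seen in 19.0% against 2.29% of cells. Both argue against that explanation. For *Hoxa7* and *Hoxa9*, the thinned share was at least 5.02 times higher in differentiating than in proliferating cells, so the depth of these groups does not explain that difference. For *Cdkn2a* the ratio was 0.704, at 7.42% ± 1.69 in differentiating and 10.5% ± 1.90 in proliferating cells, and it was lower in differentiating cells in mice 1 and 2 but not in mouse 3 (9.29% against 8.92%), so a lower level in differentiating cells and an effect of depth cannot be told apart. *Hrk*, which the paper reports as increased in proliferative clusters enriched in *Eed* cKO cerebella, was seen in 3.57% ± 1.47 of differentiating and 0.748% ± 0.665 of proliferating cells after thinning. The paper's increase is set against CGNP/CGN clusters that also held WT cells, so this contrast within the mutant does not test it. The paper places Cluster 4_1 among the proliferative clusters and, in its discussion, among neural fates, so its place here is not known. No biological explanation of these patterns was tested.

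*Pmaip1* was higher in myoid-like than in all other cells (224 ± 71.8 CPM against 21.8 ± 2.86, SD, n = 3 mice; log2 fold change 3.52, standard error 0.43, edgeR adjusted p = 2.0e-09; higher in 3 of 3 mice), which the paper's text does not give for Cluster 15. The thinned share of cells with a UMI was 10.6 times that of all other cells. This restates the difference for a gene picked because it was higher, so it is no separate test of free RNA. Free RNA spread evenly over all cell groups would, however, give alike levels. The difference was past the threshold under all 15 alternatives, which argues against such free RNA as its source. How much free RNA adds to the level of *Pmaip1* stays open. Whether RNA content or cell type underlies the difference was not tested.

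From *Cdkn1a* in Cluster 15, the paper raises p53-dependent transcription as a possibility. It also cites *Cdkn1a* as a gene that the PRC2 suppresses in other types of cells. If p53 were active, most of its other targets would be higher in myoid-like cells. The median log2 fold change of the 5 targets tested was 0.17, with 3 higher and 2 lower, none past the threshold with edgeR or DESeq2 (1 of 5 at an unadjusted p under 0.05). The other 7 of the 12 had too few UMIs, and *Trp53inp1*, 1 of the 2 lower, had 2 UMIs in myoid-like cells. *Pmaip1*, a target that was listed with the BH3-only genes, was higher, as above. Activation of p53 and its absence cannot be told apart with these counts. The paper tested p53 by co-deletion of *Trp53*, which did not rescue the hypoplasia, and concludes that the growth failure was independent of p53. That experiment concerns growth, while the counts here concern p53 targets in myoid-like cells.

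Skeletal muscle carried over in the dissection was weighed for the myoid-like cells. If it were their source, *Hoxa7*, *Hoxa9*, *Cdkn2a*, *Zic1* and *En2* would be at or below their level outside the lineage. With no filter on low counts, *Cdkn2a* was above it, with a log2 fold change of 2.41, but from 12 UMIs and with none in mouse 2; *Hoxa7* (1.19), *Hoxa9* (1.01) and *En2* (0.11) did not differ past the threshold, and *Zic1* (-1.96) was lower. *Hoxd3* and *Hoxd9* were higher than outside the lineage (4.72 and 4.89), from 11 and 7 UMIs in myoid-like cells. Against all other cells they were also higher (2.54 and 2.75), but *Hoxd3* not past the threshold without mouse 3 (1.74) and *Hoxd9* not without mouse 1 (1.83); *Hoxd9* was not tested without mouse 3. An origin in the *Atoh1* lineage and one in muscle outside it cannot be told apart from these counts. The paper's tissue sections bear on this question and were not analysed here. In them, MYOG-positive cells were seen in *Eed* cKO cerebella and were absent in controls. The paper also reports more myoid cells when *Bax* and *Bak* were deleted as well.

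*Myod1* was seen in 44 proliferating CGNP-like cells. If free RNA or doublets from myoid-like cells brought it, *Myog* would exceed it there as in myoid-like cells, with 13.5 *Myog* UMIs per *Myod1* UMI (95% interval 9.90 to 18.7). The ratio was 0.500 (0.309 to 0.794), which argues against them. If the cells were myoblasts grouped by their cell cycle genes, they would lack markers of CGNPs. With thinned cells, 47.7% (32.5% to 63.3%) had a UMI of *Atoh1*, *Barhl1*, *Mfap4* or *Sfrp1*, against 45.1% of the *Myod1*-negative cells of the group and 3.95% (0.822% to 11.1%) of myoid-like cells. *Barhl1*, *Mfap4* and *Sfrp1* were, however, among the markers by which clusters were named, and *Atoh1*, which was not, was seen in 6.82% (1.43% to 18.7%), 6.48% and 1.32% (0.0333% to 7.11%) of the 3 sets of cells. The intervals for *Atoh1* overlap, so that gene alone cannot decide. The naming used whole clusters, however, and does not fix the share with any of these genes in the 44 cells. In thinned cells of mice 1, 2 and 3, this share was 57.1%, 31.25% and 57.1%, against 0%, 9.52% and 3.57% in myoid-like cells. These values argue against the 44 cells as a set being myoblasts. Single myoblasts among them are not excluded. For cells of the cerebellum with *Myod1*, the paper cites earlier studies of WT mice.

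In the part of Additional file 2: Data 1 that was read, *Ftl1*, *Rpl35* and symbols of processed pseudogenes lead the paper's lists for clusters enriched in *Eed* cKO cells. If this reflected a difference between the WT and *Eed* cKO datasets in alignment, annotation or library preparation, the genes would be at about the same level in *Eed* cKO cells outside the lineage. The median log2 fold change of the 11 genes, CGNP/CGN-like cells over cells outside the lineage, was 0.55, and 10 of the 11 were higher in CGNP/CGN-like cells. The genes were thus not confined to the lineage, but their levels were not equal either. The values were -0.09 for *Ftl1*, 0.57 for *Cd63-ps*, 0.63 for *Gm10260*, 0.55 for *Gm10263*, 0.53 for *Gm11645*, 0.55 for *Gm14094*, 0.64 for *Gm6472*, 0.58 for *Gm8420*, 0.72 for *Gm9625*, 0.42 for *Rpl35* and 0.53 for *Rps3a3*. Only *Gm6472* passed the threshold (edgeR adjusted p = 0.029), and not when mouse 1, 2 or 3 was left out (0.64, 0.64 and 0.66; edgeR adjusted p = 0.14, 0.13 and 0.058); 5 passed with p adjusted over the held-out genes alone. With mice as blocks in the fit, 9 further genes of the list passed. The list was taken from the study's own tables of these samples. A difference between datasets, with levels that vary between cell types, and an effect of *Eed* deletion cannot be told apart, because the deletion goes with cell type in these mice and WT cells were not analysed here.

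Of the genes of cerebellar origin, the log2 fold change in CGNP/CGN-like cells over cells outside the lineage was 4.82 for *Atoh1*, 2.72 for *En1*, 0.36 for *Zic1* and 0.39 for *Zic2*, and the first 2 passed the threshold. Of 6 CDK inhibitors tested in that comparison, 2 were higher and 0 lower past the threshold, and of 6 PRC2 genes, 0 were higher and 1, *Eed*, was lower. With mice as blocks in the fit, *Zic1* (0.36, edgeR adjusted p = 0.0066), *Cdkn1b* (0.59, edgeR adjusted p = 0.0022), *Ezh2* (0.45, edgeR adjusted p = 0.010), *Suz12* (0.51, edgeR adjusted p = 0.039) and *Rbbp4* (0.36, edgeR adjusted p = 0.043) were also higher past the threshold. Among BH3-only genes, 5 were tested, and 2 were higher past the threshold. Of 6 p53 targets tested there, 1, *Plk2*, was lower past the threshold (-1.91), and none was higher with edgeR. The *Plk2* result was lost without mouse 1, without mouse 2 and with a minimum of 1000 molecules, where no held-out gene was lower past the threshold.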
